# *Eubacterium rectale* Improves the Efficacy of Anti-PD1 Immunotherapy in Melanoma via l-Serine-Mediated NK Cell Activation

**DOI:** 10.34133/research.0127

**Published:** 2023-04-28

**Authors:** Nian Liu, Lihui Chen, Mingjie Yan, Qian Tao, Jie Wu, Jing Chen, Xiang Chen, Wei Zhang, Cong Peng

## Abstract

Natural killer (NK) cells, as key immune cells, play essential roles in tumor cell immune escape and immunotherapy. Accumulating evidence has demonstrated that the gut microbiota community affects the efficacy of anti-PD1 immunotherapy and that remodeling the gut microbiota is a promising strategy to enhance anti-PD1 immunotherapy responsiveness in advanced melanoma patients; however, the details of the mechanism remain elusive. In this study, we found that *Eubacterium rectale* was significantly enriched in melanoma patients who responded to anti-PD1 immunotherapy and that a high *E. rectale* abundance was related to longer survival in melanoma patients. Furthermore, administration of *E. rectale* remarkably improved the efficacy of anti-PD1 therapy and increased the overall survival of tumor-bearing mice; moreover, application of *E. rectale* led to a significant accumulation of NK cells in the tumor microenvironment. Interestingly, conditioned medium isolated from an *E. rectale* culture system dramatically enhanced NK cell function. Gas chromatography–mass spectrometry/ultrahigh performance liquid chromatography–tandem mass spectrometry-based metabolomic analysis showed that l-serine production was significantly decreased in the *E. rectale* group; moreover, administration of an l-serine synthesis inhibitor dramatically increased NK cell activation, which enhanced anti-PD1 immunotherapy effects. Mechanistically, supplementation with l-serine or application of an l-serine synthesis inhibitor affected NK cell activation through Fos/Fosl. In summary, our findings reveal the role of bacteria-modulated serine metabolic signaling in NK cell activation and provide a novel therapeutic strategy to improve the efficacy of anti-PD1 immunotherapy in melanoma.

## Introduction

Melanoma is a lethal and treatment-resistant skin tumor [1]. Recently, immune checkpoint inhibitor (ICI) therapy was shown to significantly prolong the survival of advanced melanoma patients [2]. However, at most, 30% of patients show a clinical response to ICIs, and 60 to 70% of patients develop primary or acquired resistance [3]. Therefore, the identification of responsive biomarkers and the development of combination therapeutic approaches to improve the efficacy of ICIs are urgently needed for the clinical treatment of melanoma.

The role of the gut microbiome in the regulation of innate immunity as well as adaptive immunity has been well documented [4]. Innate immunity acts as the first line of defense against pathogenic microorganism invasion, initiating a primary immune response to block pathogen dissemination through the expression of inflammatory factors, including related cytokines and chemokines, such as CCL2, interleukin-13 (IL-13), and IL-21 [5–7], and facilitating T cell or B cell activation to generate local or whole-body immune responses. Regarding adaptive immune responses, intestinal immune homeostasis plays a critical role in immune regulation to avoid host immune dysfunction [8].

Recently, growing evidence has revealed that the gut microbiota also modulates the efficacy of tumor therapy, particularly immunotherapy [9]. Fecal microbiota transplantation (FMT) results demonstrated that mice transplanted with stool derived from PD1 blockade responders showed stronger antitumor activity after anti-PD1 treatment than FMT mice transplanted with stool from nonresponders [9]. Furthermore, clinical trials have demonstrated that FMT is a potentially promising strategy to enhance ICI efficacy, as this approach can overcome primary or acquired resistance in various tumors, including melanoma [10–13]. In addition, accumulating evidence has revealed that specific microbial species influence ICI efficacy or act as prognostic markers for ICI therapy. For example, administration of *Akkermansia muciniphila* significantly improved the efficacy of anti-PD1 therapy in melanoma by triggering dendritic cell (DC) activation [14], suggesting that supplementation with probiotics might be another combination strategy for enhancing the efficacy of ICI.

Here, using a public macrogenomic database, we identified *E. rectale* that was significantly enriched in the intestinal flora of patients who responded to immune checkpoint therapy, particularly those who responded to anti-PD1 immunotherapy. *E. rectale*, a Gram-positive bacterium, belongs to the family *Lachnospiraceae (f_Lachnospiraceae)* and genus *Lachnospiraceae_unclassified (g_Lachnospiraceae _unclassified)*. Melanoma patients with a high abundance of *E. rectale* had longer survival. *E. rectale* makes up 13% of total human colonic feces, is one of the most prevalent bacterial species, and is important for the maintenance of human health [15–17]. In Behçet's disease, *E. rectale* reduces pathogenesis by regulating DCs [18]. In addition, *E. rectale* plays a key role in the development of tumors. In a study of patients with pancreatic ductal adenocarcinoma (PDAC), *E. rectale* abundance was found to be significantly reduced in the gut microbiota of the patients, leading to dysregulation of the intestinal barrier and thus promoting the development of pancreatic cancer. Moreover, the authors found that *E. rectale* could be used as a biomarker to distinguish PDAC patients from healthy controls [19]. The *E. rectale* abundance was significantly reduced in the gut microbiota of patients with lymphoma. Supplementation with *E. rectale* reduced tumor necrosis factor levels and the incidence of lymphoma in sensitized Eμ-Myc mice [20]. However, the details of the relevance of *ER* in melanoma have not been fully elucidated.

In our study, we confirmed the sensitizing effect of *E. rectale* for anti-PD1 immunotherapy in a preclinical model and found that *E. rectale* enhanced the potentiating effect of natural killer (NK) cells on anti-PD1 immunotherapeutic efficacy by depleting l-serine in the environment.

## Results

### *E. rectale* abundance was positively correlated with anti-PD1 therapeutic effects and patient survival

To precisely identify bacterial species that improve the prognosis of melanoma patients receiving ICI immunotherapy, we included 2 studies correlating the gut microbial composition with the efficacy of ICI therapy in a melanoma database and analyzed the raw macrogenome (metagenome shotgun sequencing) data of cohort 1 [21]. The results showed that 4 enriched species in the treatment-responsive (R) group and 5 enriched species in the treatment-nonresponsive (NR) group influenced the clinical response to anti-PD1/anti-CTLA4 treatment by linear discriminant analysis effect size (LEfSe) analysis [linear discriminant analysis (LDA) ≥ 3; *P* < 0.05] (Fig. S1A and B). The α-diversity and β-diversity were not significantly different between the R and NR groups (Fig. S1C and D). Additionally, we compared the abundance of the 9 differentially abundant species (*P* < 0.05, Wilcoxon test) and found that the abundance of *E. rectale* in the R group was markedly increased (Fig. S1E). Moreover, when considering the 4 R-enriched species, patients with a higher *E. rectale* abundance had longer progression-free survival (PFS) [median PFS (mPFS): 5.7 months versus 2.8 months, *P* = 0.036] (Fig. S1F), whereas the abundance of the other differentially enriched species was not associated with patient survival (Fig. S1G to I), indicating that *E. rectale* might play a critical role in ICI therapy.

To further verify the above results, we selected another cohort of anti-PD1-treated patients for analysis (cohort 2) [22] and found that *E. rectale* was the most differential species between the R and NR groups (LDA ≥ 4; *P* < 0.05) (Fig. 1A and B). As expected, *E. rectale* was significantly enriched in the intestinal flora of melanoma patients in the responding group, as shown in Fig. 1C. Similarly, patients with a higher *E. rectale* abundance had longer PFS in cohort 2 (Fig. 1D). In addition, we used cohort 1 as the training set and cohort 2 as the validation set and generated separate prediction models using the abundance of *E. rectale* obtained from cohort 1. As shown in Fig. 1E, we evaluated the performance of the model using the area under the curve (AUC) of the receiver operating characteristic (ROC) and showed that the abundance of *E. rectale* predicted clinical response in patients in cohort 2 (AUC = 0.761) (Fig. 1E). Based on the results of the analysis of the 2 cohorts, we revealed that *E. rectale* was associated with survival and patient responsiveness to anti-PD1 therapy; these results suggested that *E. rectale* might serve as a biomarker to predict anti-PD1 treatment responsiveness and exert an important function in anti-PD1 therapy in melanoma.

**Fig. 1.**
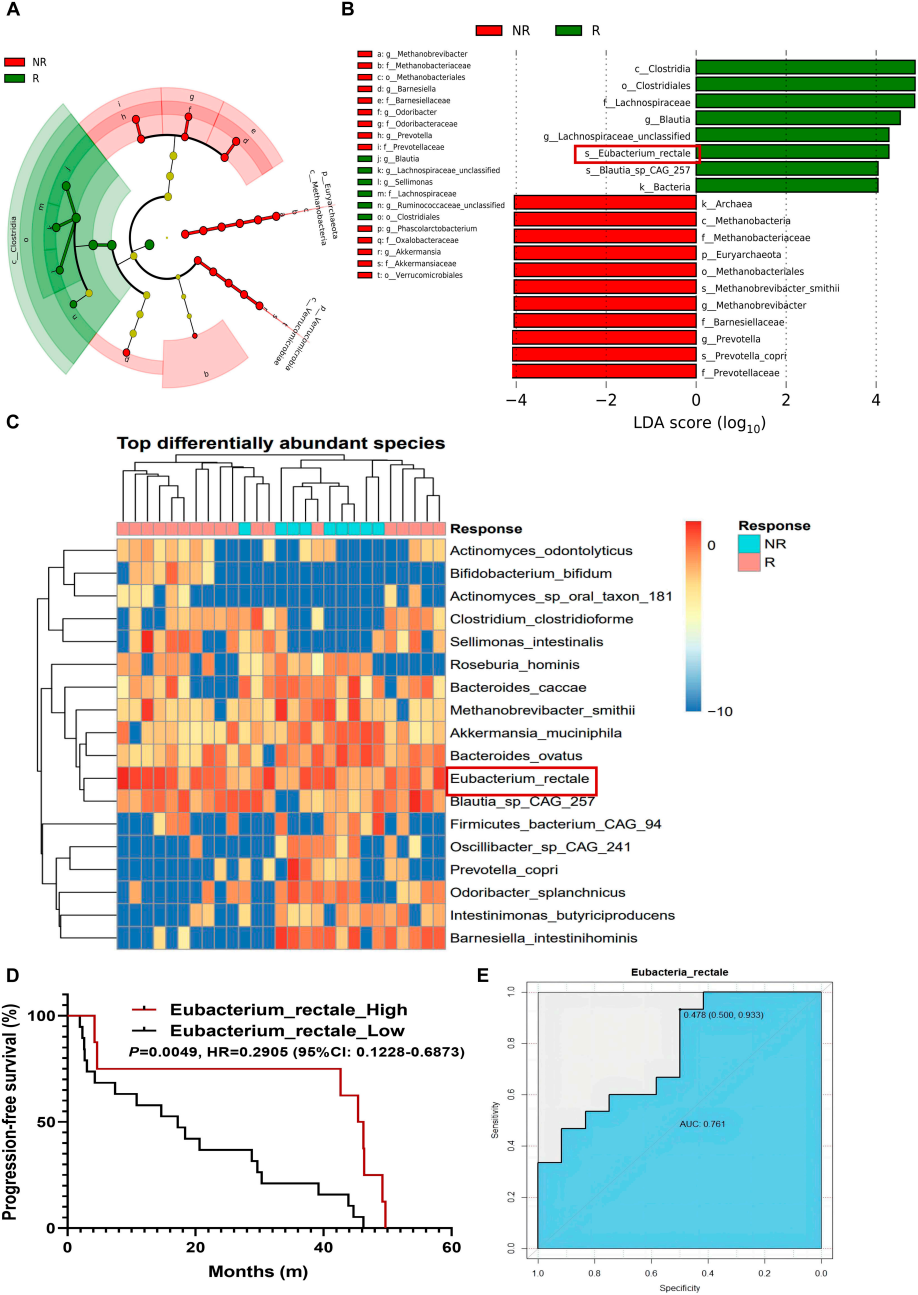
Abundance of *E. rectale* predicts patient responsiveness to anti-PD1 therapy. (A and B) Results of LEfSe analysis for the R and NR groups. (A) Taxonomic cladogram from LEfSe showed different taxa enriched in the R and NR group (LDA ≥ 4; *P* < 0.05). (B) LEfSe identified significantly differentially abundant taxa in the R and NR groups (LDA ≥ 4; *P* < 0.05). (C) Heatmap of relative abundance differences between the R and NR groups at the species level (Wilcoxon test). (D) The Kaplan–Meier method with log-rank test estimates the mPFS for patients with higher or lower abundance of *E. rectale*. (E) A prediction model was constructed by *E. rectale* in the training set, and predictive performance on the testing set was evaluated by ROC curves. R (*n* = 14), NR (*n* = 11). Multiple experimental data were counted and are presented according to the statistical method, and an asterisk (*) indicates the *P* value.

### *E. rectale* improved the efficacy of anti-PD1 immunotherapy through NK cells in melanoma

To study the role of *E. rectale* in anti-PD1 treatment, we constructed a tumor-bearing C57BL/6 mouse model colonized with *E. rectale* that was then treated with anti-PD1 immunotherapy (Fig. 2A). According to the reported doses administered per mouse, most bacteria were depleted before the oral gavage of bacterial species [23]. *ER* colonization was validated by polymerase chain reaction (PCR) after *E. rectale* administration or anti-PD1 treatment (Fig. S2A and B). As shown in Fig. 2B and C, application of *E. rectale* significantly enhanced the therapeutic efficacy of an anti-PD1 monoclonal antibody (mAb) (Fig. 2B and C) but did not affect mouse body weight (Fig. 2D). Additionally, consistent with the results for clinical patients shown in Fig. 1, *E. rectale* prolonged the survival of anti-PD1-treated mice (Fig. 2E). To explore the effect of the combination treatment on the immune microenvironment, we examined the proportions of various immune cells in tumors from treated mice by FCM. As shown in Fig. 2F to J, the infiltration of macrophages/MDSCs/T regulatory (T_reg_) cells in tumors was not dramatically different, indicating that these immune cells might not be involved in the enhancing effect of *ER* on the efficacy of PD1 mAb (Fig. 2F to J). However, interferon-γ (IFN-γ) expression in CD4^+^/CD8^+^ T cells was significantly increased in the combination treatment group, suggesting that the activity of T cells was enhanced (Fig. 2K and L). Importantly, the infiltration and activity of NK cells were both significantly increased in the combination treatment group (Fig. 2M and N), suggesting that *E. rectale* enhanced the therapeutic efficacy of anti-PD1 mAb by acting on NK cells.

**Fig. 2.**
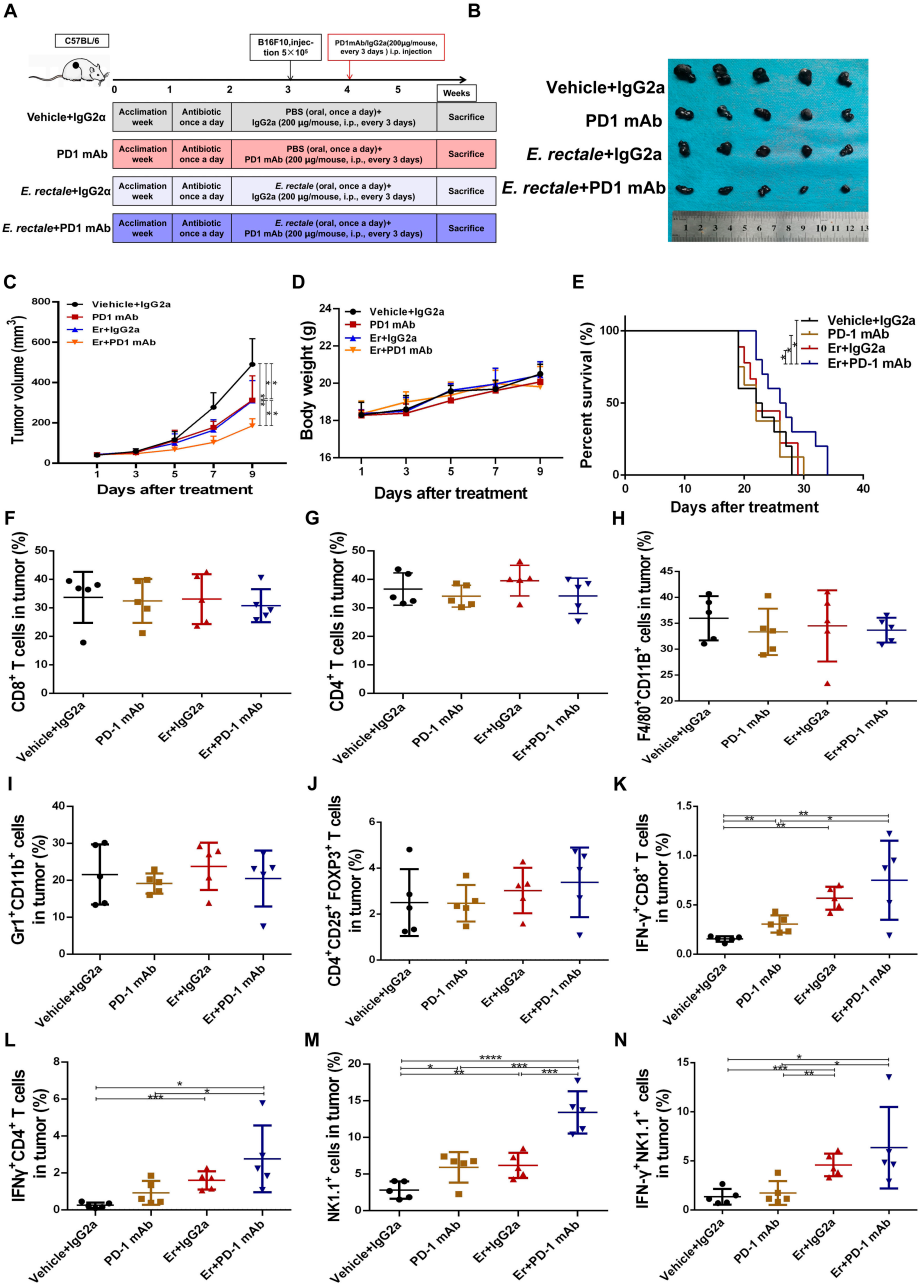
*E. rectale* enhances the efficacy of anti-PD1 treatment. (A) Experimental model of treatment of B16F10-bearing mice with *E. rectale* in combination with an anti-PD1 mAb. (B) Tumor samples isolated from C57BL/6 mice at the end of the treatment according to the administration method shown in the figure. (C) Tumor volume of mice measured every other day during the indicated treatment regimen. (D) Body weight of mice recorded every other day during the indicated treatment regimen. (E) Survival time (days) of mice beginning at tumor implantation (endpoints: the time at which the tumor volume reached 2,000 mm^3^ or death). (F to N) Flow cytometry detection of the CD3^+^CD8^+^ T cell proportion (F), CD3^+^CD4^+^ T cell proportion (G), F4/80^+^CD11B^+^ macrophage proportion (H), Gr1^+^CD11B^+^MDSC cell proportion (I), CD4^+^CD25^+^FOXP3^+^ T_reg_ cell proportion (J), IFN-γ^+^CD8^+^ T cell proportion (K), IFN-γ^+^CD4^+^ T cell proportion (L), NK1.1^+^ NK cell proportion (M), and IFN-γ^+^NK1.1^+^ NK cell proportion (N) in tumor tissue (*N* = 5). *E. rectale* is represented by *Er* in the figure*.* Multiple experimental data were counted and are presented according to the statistical method, and an asterisk (*) indicates the *P* value.

### *E. rectale*-conditioned medium significantly increased NK cell activity

It is well known that the gut microbiota affects host immunity by altering the metabolic microenvironment [24,25]. To study the role of *E. rectale* in NK cell function, we isolated primary NK cells from C57 mouse spleens using magnetic bead sorting (Fig. 3A and B) and treated the cells with *E. rectale*-conditioned medium, as shown in Fig. 3C to F. *E. rectale*-conditioned medium increased the expression of NK cell functional molecules, including PFN2, CCL2, IL-13, and IL-21 [5–7] (Fig. 3C to F). Furthermore, *E. rectale*-conditioned medium enhanced the NK cell killing of melanoma cells (Fig. 3G), suggesting that *E. rectale* might improve NK cell function by altering the microenvironment.

**Fig. 3.**
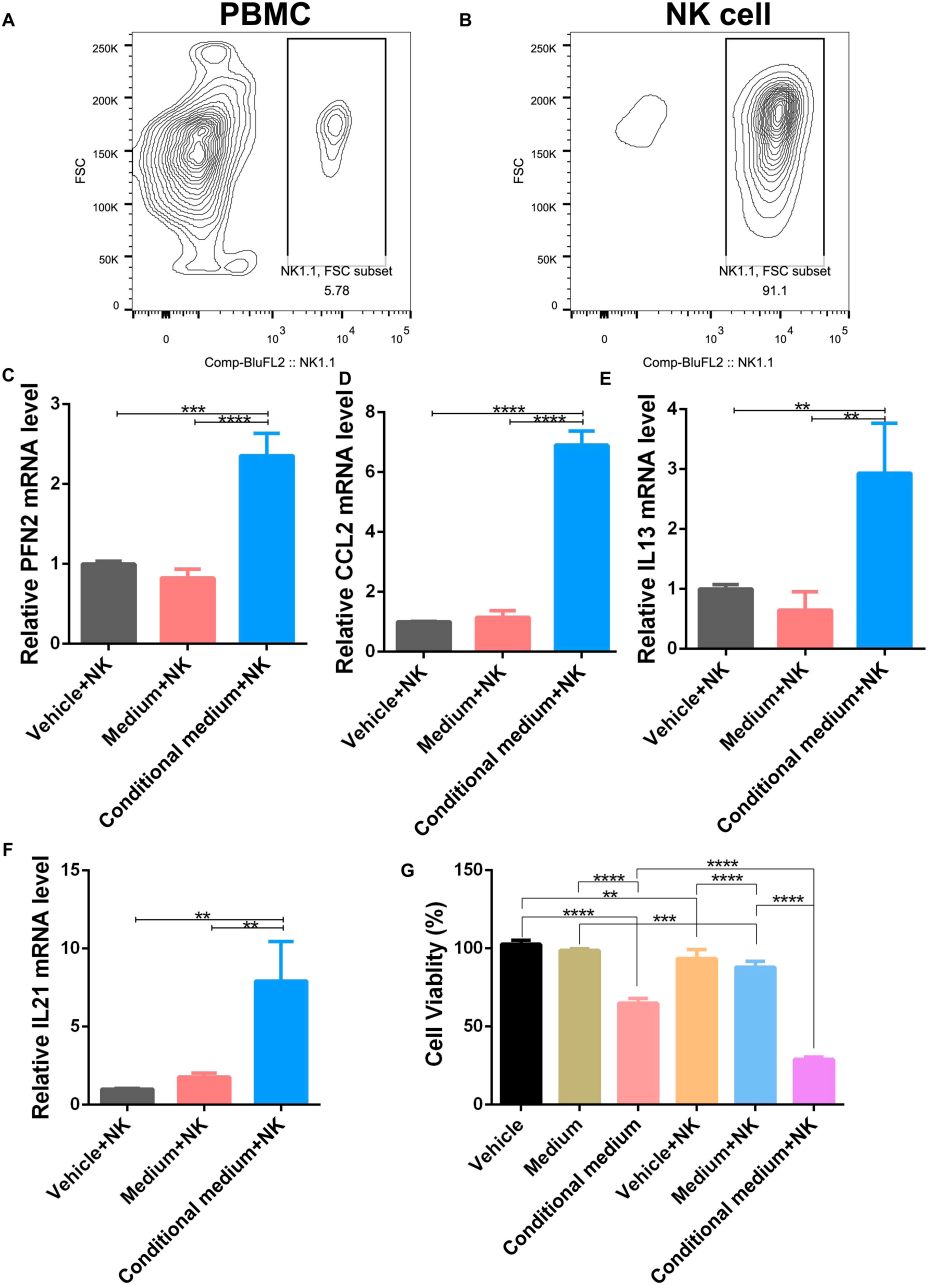
*E. rectale*-conditioned medium enhances the tumor-killing activity of NK cells. (A and B) Proportions of NK cells in mouse spleen peripheral blood mononuclear cells (PBMCs) before (A) and after (B) NK cell magnetic bead sorting. (C to F) RT-PCR analysis of differentiation and functional molecular indices (PFN2, CCL2, IL-13, and IL-21) of NK cells under vehicle, medium, and *E. rectale*-conditioned medium culture conditions. (G) Cytotoxic activity of NK cells against tumor cells under coculture conditions. Multiple experimental data were counted and are presented according to the statistical method, and an asterisk (*) indicates the *P* value.

### Administration of *E. rectale* reduced l-serine production in vitro and in vivo

To elucidate the mechanism by which *E. rectale* impacts the microenvironment of melanoma-bearing mice during anti-PD1 treatment, we collected gut feces from tumor-bearing mice at the end of anti-PD1 treatment and conducted metabolomic analysis to detect metabolite alterations in the feces. Principal component analysis (PCA) showed similar metabolic alterations in the control and anti-PD1 groups, while the *E. rectale* treatment alone and combination groups had similar patterns (Fig. S3A). Similarly, the classification effect determined by partial least squares discriminant analysis was more significant in the *E. rectale* and combination groups than in the other 2 groups (Fig. S3B). Furthermore, by analyzing the differentially expressed metabolites among the 4 groups, due to the dominant role of *E. rectale* in the feces, we found similar differentially expressed metabolites in the *E. rectale* and combination groups as well as in the control and anti-PD1 groups (Fig. S3C). Interestingly, administration of *E. rectale* markedly reduced the abundance of amino acid metabolites, especially l-serine, in the 2 groups with *E. rectale* application (Fig. 4A). Furthermore, by analyzing the classification of the Human Metabolome Database (HMDB) compounds of differential metabolites, we found that organic acids and derivatives accounted for the largest proportion (Fig. S3D). Similarly, KEGG functional enrichment analysis indicated that amino acid metabolism was dominant in the *E. rectale* application group (Fig. 4B). KEGG pathway enrichment analysis also indicated that the l-serine-related signaling pathway was the most significantly altered pathway (Fig. 4C); moreover, the abundance of l-serine was significantly decreased in the combination group compared with the control group (Fig. 4D). ROC analysis was utilized to calculate an AUC value of 1, indicating that the results of the metabolomic analysis were plausible (Fig. 4E). Then, we examined serum l-serine in *E. rectale*-colonized mice using the targeted metabolism method, and the results showed that the serum l-serine level in *E. rectale*-colonized mice was significantly lower than that in control mice (Fig. 4F). To investigate the relationship between *E. rectale* and l-serine metabolism, we performed genome-wide annotation of *E. rectale* [26–28]; the annotation showed that the genome of *E. rectale* encoded enzymes related to most amino acids and their derivatives (Fig. S3E), suggesting that consumption of amino acids is required for *E. rectale* survival. In addition, KEGG enrichment analysis of the *E. rectale* genome revealed that this genome encoded several enzymes related to the l-serine catabolic pathway (Fig. S3F), suggesting that *E. rectale* reduces the l-serine concentration in its environment by catabolizing l-serine. The depletion of l-serine by *E. rectale* was also found in the in vitro culture system (Fig. S3G). These results indicated that *ER* could reduce the abundance of l-serine by consuming environmental serine.

**Fig. 4.**
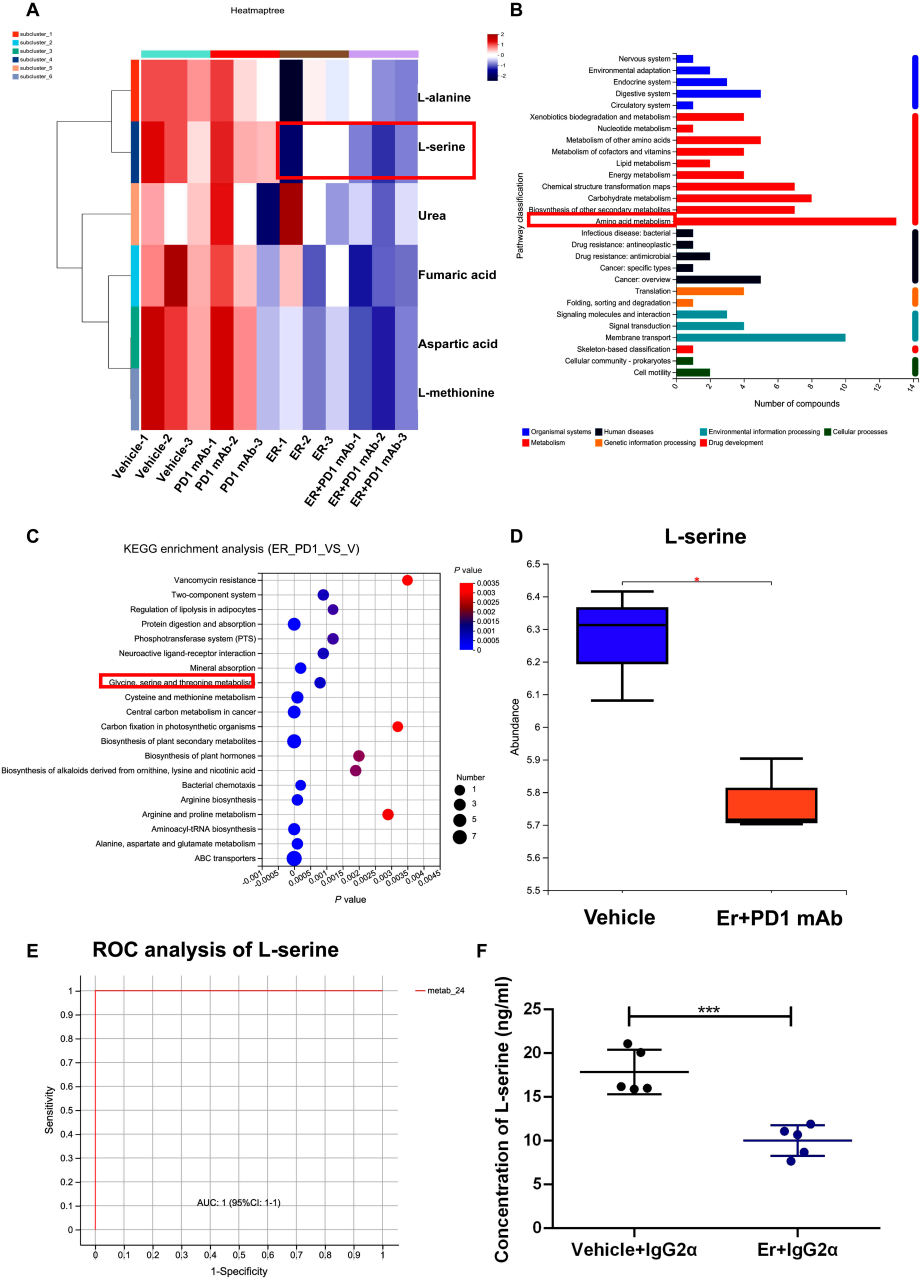
*E. rectale* reduced the l-serine in PD1 mAb-treated mice. (A) Heatmap of differential metabolites associated with l-serine detected by GC-MS metabolomics analysis. (B) KEGG pathway enrichment analysis of differential metabolites detected by GC-MS metabolomics analysis. (C) KEGG functional enrichment analysis of differential metabolites detected by GC-MS metabolomics analysis. (D) GC-MS metabolomics detected l-serine abundance in the vehicle and *E. rectale* plus anti-PD1 treatment groups. (E) Results for ROC analysis of l-serine in GC-MS metabolomics analysis. (F) UHPLC-MS/MS detected l-serine abundance in the serum of melanoma tumor-bearing mice treated with vehicle or *E. rectale*. *E. rectale* is represented by *Er* in the figure. Multiple experimental data were counted and are presented according to the statistical method, and an asterisk (*) indicates the *P* value.

### Inhibition of l-serine synthesis enhanced anti-PD1 therapeutic efficacy through NK cell activation

To verify whether *E. rectale* enhanced the efficacy of anti-PD1 immunotherapy by reducing l-serine availability, we used NCT503 to reduce the intracellular l-serine concentration, mimicking the depleting effect of *ER* on organismal l-serine. We treated B16F10 tumor-bearing mice with or without NCT503 [29], an inhibitor of the serine synthase PHGDH to inhibit l-serine synthesis, and with the anti-PD1 mAb (Fig. 5A). As shown in Fig. 5B to D, NCT503 significantly enhanced the therapeutic effect of the anti-PD1 mAb (Fig. 5B and C) and had no effect on body weight (Fig. 5D). Further analysis of the immune microenvironment revealed that NCT503 had effects similar to those of *E. rectale* administration and that NCT503 treatment favored the function of CD4^+^/CD8^+^ T cells and activity of NK cells (Fig. 5E to J). Targeted metabolic assays confirmed that NCT503 significantly reduced l-serine production in mice (Fig. 5K). To validate the effects of NCT503 and l-serine on NK cell function, we treated primary NK cells with l-serine or NCT503, and the findings showed that the application of l-serine inhibited the expression of functional and key molecules, including PFN1/2, CCL2, and CCL3, while NCT503 treatment enhanced NK cell activity (Fig. 5L to O). These results suggested that l-serine exerted a key role in anti-PD1 treatment in melanoma through effects on NK cell activity.

**Fig. 5.**
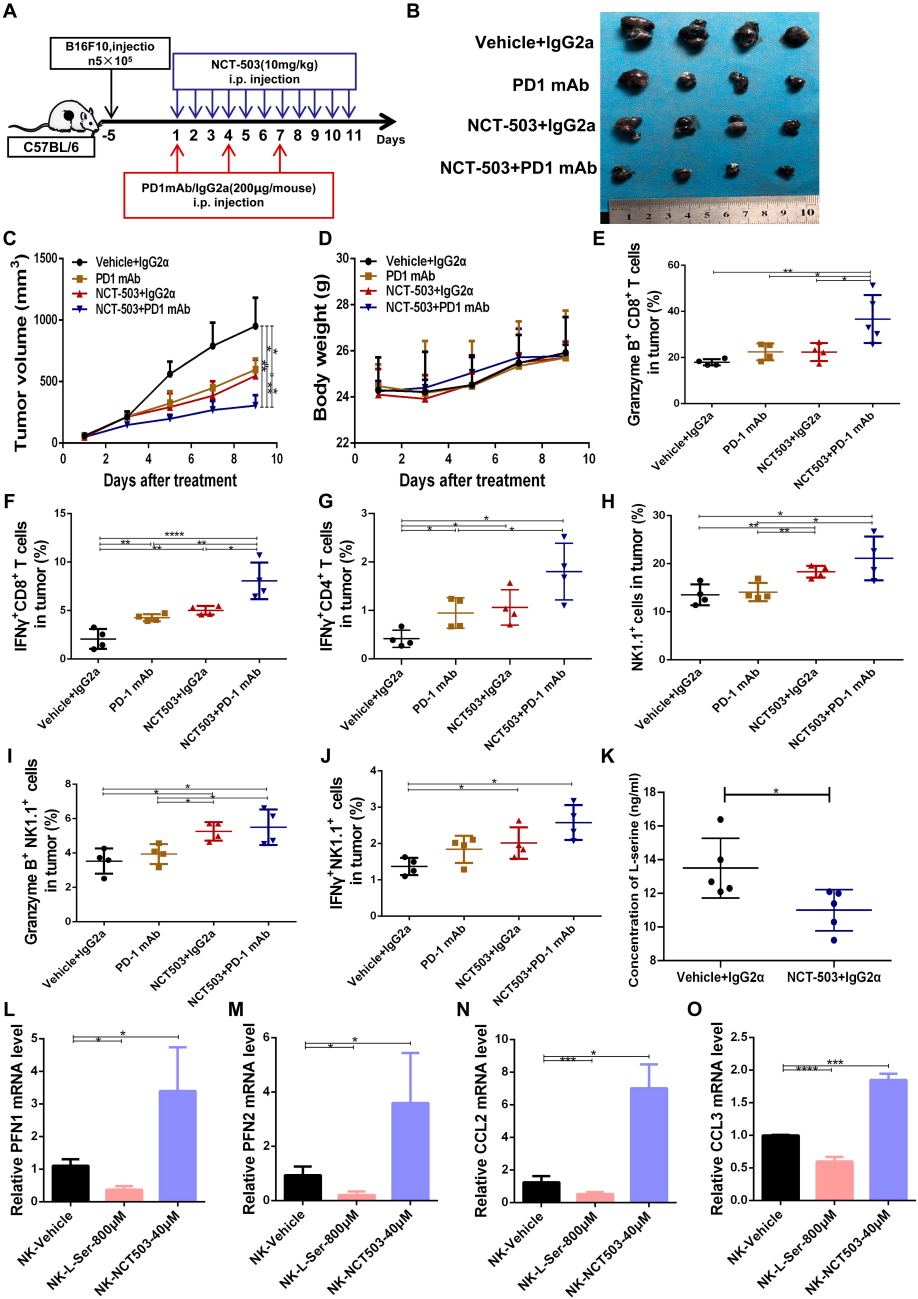
The l-serine synthesis inhibitor NCT503 enhances the efficacy of anti-PD1 treatment by affecting NK cells. (A) Model for the experimental method of using NCT503 combined with an anti-PD1 mAb to treat B16F10-bearing C57BL/6 mice. (B) Tumor tissues of mice collected at the end of the treatment regimen according to the administration method shown in the figure. (C) Tumor volume of mice measured every other day during the treatment regimen. (D) Body weight of mice recorded every other day during the treatment regimen. (E to J) Flow cytometry detection of the GZMB^+^CD4^+^ T cell proportion (E), IFN-γ^+^CD8^+^ T cell proportion (F), IFN-γ^+^CD4^+^ T cell proportion (G), NK1.1^+^ NK cell proportion (H), GZMB^+^NK1.1^+^ NK cell proportion (I), and IFN-γ^+^NK1.1^+^ NK cell proportion (J) in tumor tissues (*N* = 4). (K) Enzyme-linked immunosorbent assay (ELISA) detection of the serum l-serine concentration in vehicle- and NCT503-treated mice with melanoma. (L to O) RT-PCR detection of differentiation and functional molecular indices of NK cells under l-serine and NKT503 treatment. Multiple experimental data were counted and are presented according to the statistical method, and an asterisk (*) indicates the *P* value.

### l-Serine enhanced NK cell function through suppression of the FOS/FOSL2 signaling pathway

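NK92 is a human natural killer (NK) cell line that is grown with recombinant IL-2. Its mRNA was sequenced in 9 libraries, 3 from cells given vehicle, 3 from cells given 1 mM L-serine and 3 from cells given 40 µM NCT503, each for 48 h. NCT503 inhibits PHGDH, the enzyme that starts the synthesis of serine from a glycolytic intermediate. PHGDH lies on chromosome 1 of GRCh38.p14 from 119711934 to 119744215. It was listed at 0.2 ± 0.0361 FPKM (SD, n = 3) with vehicle, 0.167 ± 0.0306 FPKM with L-serine and 0.383 ± 0.0802 FPKM with NCT503, below the level at which genes were tested. The mRNA was selected with oligo dT, the second cDNA strand was made with dUTP, and the libraries were read on a DNBSEQ platform. The submitters' processing notes name HISAT, Bowtie2 and the genome build hg38, with versions not given in the sources used here. The values deposited by the authors are FPKM (fragments per kilobase of transcript, scaled to the fragments of the library) written to 2 decimals for 17277 genes, with no read counts. FPKM summed to 437380 to 442104 per library with vehicle (median 438886), 433279 to 435629 with L-serine (median 435100) and 472061 to 476296 with NCT503 (median 475194). The number of reads per library is unknown. Low FPKM values move in steps of whole fragments. Pairs of low values gave an estimated depth, relative to the vehicle libraries, of 0.999 to 1.00 for the L-serine libraries and of 0.842 to 0.851 for the NCT503 libraries. A real shift of genes with low values could also change this estimate, which was not tested. Between 10107 and 10168 genes reached 1 FPKM with vehicle, 10133 to 10267 with L-serine and 10302 to 10320 with NCT503. Across genes, which are not independent replicates, log2 values correlated at 0.999 within each group and at 0.999 between the vehicle and L-serine libraries, and at 0.957 to 0.958 between the NCT503 and vehicle libraries. Changes were tested with limma on log2(FPKM + 1) for the 10810 genes with a mean of at least 1 FPKM in at least 1 group, with all 9 libraries in 1 fit. A gene counts as changed at an adjusted p (Benjamini-Hochberg) under 0.05, and fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. With NCT503, the median log2 fold change over all tested genes was −0.12, against −0.08 after TMM scaling and −0.000652 after quantile normalization, and the changes of single genes and lists stand relative to that shift. The gene lists, the tests of each comparison and the rule for the genes named were fixed before the data were examined, apart from the metallothionein genes other than MT2A and MT1X, the MTRNR2L genes and the genes and tests used to weigh explanations. The sources do not say that the libraries of a group came from separate cultures, so the p-values measure only the spread between these libraries, which may be technical.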

To further elucidate the molecular mechanism by which l-serine impacts NK cell function, we performed RNA-sequencing (RNA-seq) analysis of NK cells to examine alterations in the transcriptional profile after l-serine or NCT503 treatment. We took the intersection of the 2 groups of differentially expressed genes and identified 73 similar differentially expressed genes (Fig. S4A). 

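NK92 cells changed little with L-serine and widely with NCT503. With L-serine, 14 genes rose and 36 fell, none by 2-fold or more. RGS1, a regulator of G protein signaling, fell from 21.8 ± 0.995 to 17.5 ± 0.258 FPKM (SD, n = 3). Others that fell include HILPDA, a lipid droplet protein induced by hypoxia, from 22.2 ± 0.356 to 16.1 ± 1.60 FPKM, and CCNG2, an atypical cyclin. Genes that rose include PPP1R10, a nuclear regulator of protein phosphatase 1, from 18.2 ± 0.473 to 24.5 ± 0.739 FPKM, CLDND2 and ZC3H4. With NCT503, 9639 of the 10810 genes tested changed, 4207 higher and 5432 lower, and 2231 of these changed by 2-fold or more. After quantile normalization 4751 were higher and 4737 lower.
The log2 fold changes with L-serine were −0.30 for RGS1 (standard error 0.03, adjusted p = 0.00120 from limma), −0.44 for HILPDA (adjusted p = 0.0129) and −0.26 for CCNG2 (adjusted p = 0.0101). They were 0.41 for PPP1R10 (adjusted p = 0.00314), 0.28 for CLDND2 (adjusted p = 0.00120) and 0.26 for ZC3H4 (adjusted p = 0.0111).
All 50 genes that changed with L-serine also changed with NCT503. Of these, 7 rose with both, 15 fell with both, 21 fell with L-serine and rose with NCT503, and 7 rose with L-serine and fell with NCT503. With NCT503, RGS1 rose by a log2 fold change of 3.39 and CCNG2 by 2.46, while CLDND2 (−1.90), ZC3H4 (−1.90) and PPP1R10 (−1.01) fell (adjusted p at most 7.55e-10 from limma). Independent lists of these sizes would share 44.6 genes, 5.45 higher in both, 18.1 lower in both, 14.0 lower with L-serine and higher with NCT503, and 7.03 the other way round. Both comparisons use the same vehicle libraries, and 100 simulations of unchanged groups against them shared 0.01 genes on average. The simulations called only 0.25 genes for L-serine and 0.15 for NCT503 on average. Their shared count was therefore low from the start and cannot weigh the overlap of 50 genes. Across genes, the fold changes with the 2 treatments had a Pearson correlation of 0.0616 and a Spearman correlation of 0.0657, against 0.502 and 0.467 in the simulations. The simulated groups were unchanged, while 9639 genes changed with NCT503, which widens its fold changes and lowers a correlation. The simulated correlations therefore cannot weigh the observed ones. The covariance of the observed fold changes was 0.00444, against 0.00211 simulated (0.00180 to 0.00262), a difference of 0.00233. The simulated value holds for all 9 libraries and the 10810 tested genes on the deposited scale, so the excess under other settings is unknown. The observed covariance was 0.00107 without L-serine replicate 3, 0.00154 for a group mean of at least 5 FPKM and 0.00214 after quantile normalization. Under all other settings it was 0.00337 to 0.0135. The 3 vehicle libraries are too few to be split, so part of any excess may come from the shared controls.
Among gene lists, the glycolysis genes were lower with L-serine as a group, with 3 of 22 that fell and none that rose (4 fell when adjusted over the list alone). Camera gave this list an adjusted p of 1.28e-07 (adjusted p = 0.0140 with an estimated correlation). It includes the glucose transporter gene SLC2A3 (−0.28, adjusted p = 0.00126 from limma) and the hexokinase gene HK2 (−0.22, adjusted p = 0.0228). Of 17 hypoxia response genes, 4 fell and none rose (10 fell and 3 rose when adjusted over the list alone). This list had a camera adjusted p of 1.28e-07 (adjusted p = 0.0140 with an estimated correlation). DDIT4, an inhibitor of mTORC1, fell by 0.24 on the log2 scale (adjusted p = 0.000340 from limma) and ANKRD37 by 0.56 (adjusted p = 0.0416). Of 20 cytosolic heat shock genes, 3 fell and none rose (8 fell when adjusted over the list alone). The heat shock list had a camera adjusted p of 2.18e-06 (adjusted p = 0.0302 with an estimated correlation). It includes DNAJB1, a co-chaperone (−0.21, adjusted p = 0.0399 from limma). Of 27 cholesterol synthesis genes, only INSIG1 fell (−0.14, adjusted p = 0.0415 from limma), or 3 when adjusted over the list alone. Their camera adjusted p was 0.00227 (adjusted p = 0.0531 with an estimated correlation).
When any 1 of the 9 libraries was left out, 14 to 28 genes passed with L-serine, 13 to 28 of them among the 50, and 0 to 2 rose with both treatments. There were 20 genes without a filter on low values, 24 with only the 2 groups in the fit and 16 without the trend of the spread on expression. After TMM scaling 5 genes rose and 41 fell (10.9% higher, against 28.0% on the deposited scale). Of these, 1 rose with both treatments, 16 fell with both, 24 fell with L-serine and rose with NCT503, and 4 moved the other way round. On the deposited scale, 1586 genes had an unadjusted p under 0.05 with L-serine.

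**Figure D1:**
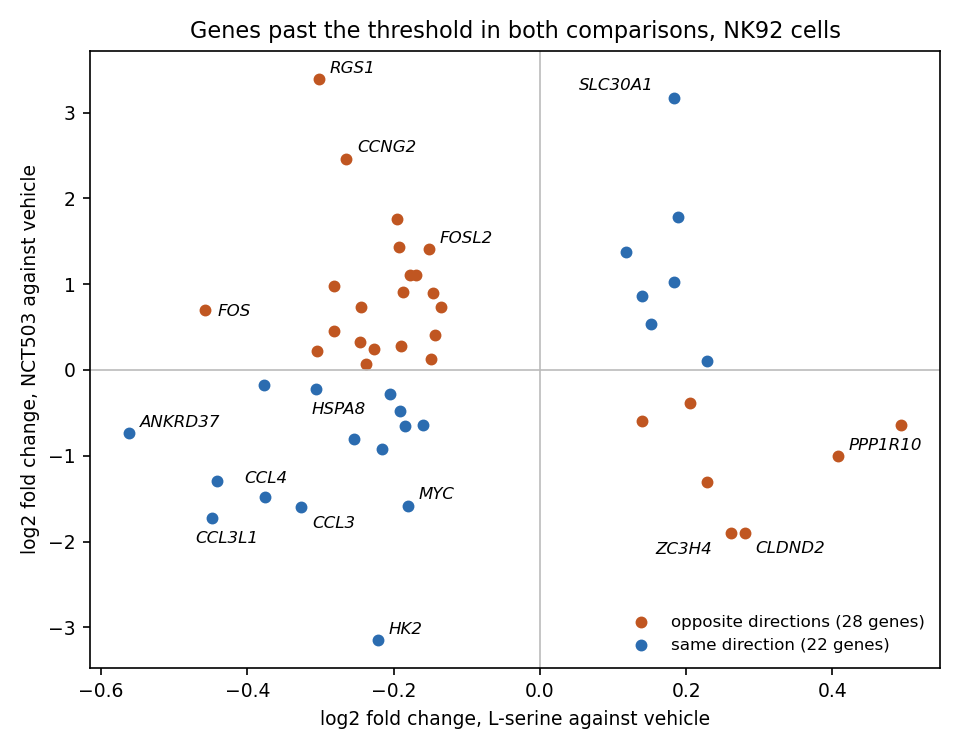
Log2 fold changes with L-serine (x axis) and with NCT503 (y axis) against vehicle, on the log2(FPKM + 1) scale, for the 50 genes past the threshold in both comparisons, 1 point per gene. The 28 genes that moved in opposite directions lie in the upper left and lower right, and the point farthest from 0 on the x axis lies at −0.56.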

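The genes of the mitogen-activated protein kinase (MAPK) pathway moved in both directions with NCT503. Of 87 kinases and adaptors of the MAPK cascades, 30 rose and 46 fell (the same counts when adjusted over the list alone). The falls were led by the kinase genes AKT1, from 72.6 ± 1.29 to 27.2 ± 0.137 FPKM (SD, n = 3), MAPKAPK3, PRKCA and MAP3K11. Their log2 fold changes were −1.38, −1.29, −1.44 and −1.54 (adjusted p at most 3.79e-12 from limma). Of 54 targets, effectors and feedback phosphatases of MAPK signaling, 22 rose and 26 fell (the same counts when adjusted over the list alone). The stress response factor gene ATF4 rose from 177 ± 3.36 to 459.6 ± 2.92 FPKM. The proto-oncogene MYC fell from 60.0 ± 0.461 to 19.4 ± 0.833 FPKM, and the phosphatase gene PTPN7 by 1.52 on the log2 scale. With L-serine, none of the 87 cascade genes changed in limma (13 had an unadjusted p under 0.05), while 1 of the 54 targets rose and 6 fell.
FOS is one of these 7 genes. The heat shock genes HSPA8 (−0.31, adjusted p = 0.000340 from limma) and HSPA6 (−0.31, adjusted p = 0.0111) also fell, with reads that near-identical copies may share. The others are MYC (−0.18, adjusted p = 0.0348), the phosphatase genes DUSP5 (−0.15, adjusted p = 0.0348) and DUSP2 (−0.23, adjusted p = 0.0416), and ATF4, which rose (0.12, adjusted p = 0.0396). When adjusted over the list alone, 2 targets rose and 7 fell.
Of the kinase genes behind p38, JNK and ERK, MAPK14 had a log2 fold change of 0.03 with NCT503 (adjusted p = 0.316 from limma), MAPK3 of 0.04 (adjusted p = 0.337) and MAPK8 of −0.03 (adjusted p = 0.661). After quantile normalization these were 0.18, 0.16 and 0.13 and passed the test, as did MAPK14 with TMM scaling (0.08). MAPK9 fell (−0.46, adjusted p = 1.92e-07).
The KEGG gene sets were not used here, so over-representation was tested on the 2 lists with Fisher's exact test, two-sided, against all genes tested. With NCT503, 124 of the 141 joined genes changed (87.9%, against 89.2% of the other genes; odds ratio 0.885, 95% interval 0.528 to 1.57, p = 0.587 from Fisher's exact test). With so many genes changed, this test had little room to show over-representation. Among genes changed by 2-fold or more, the joined lists held 24 of 141 (17.0% against 20.7%, p = 0.345 from Fisher's exact test). The cascade genes held 8 of 87 (9.20% against 20.7%, odds ratio 0.387, p = 0.00722 from Fisher's exact test) and the targets 16 of 54 (29.6% against 20.6%, odds ratio 1.62, p = 0.127). With L-serine, the joined lists held 7 of the 50 changed genes (4.96% against 0.403%, odds ratio 12.9, p = 3.46e-06 from Fisher's exact test). With any 1 of the 9 libraries left out they held 2 to 4 changed genes (p = 0.000292 to 0.0202 from Fisher's exact test), and 2 without the trend (p = 0.0180), 3 without a filter on low values (p = 0.000927) and 4 with only the 2 groups in the fit (p = 0.000285). All of these are among the 54 targets (odds ratio 37.0, 95% interval 13.4 to 88.6, p = 4.39e-09 from Fisher's exact test). The study singled out FOS and the MAPK pathway on these libraries, so these counts are not independent evidence. Of the changed targets, HSPA8 and HSPA6 are also in the heat shock list and ATF4 is in the stress response list. MYC and DUSP2 are also in the list of immediate early genes. The L-serine results of those lists are therefore not separate from these counts.
Camera gave an adjusted p of 0.698 for the cascade genes and 0.940 for the targets with NCT503, and of 0.795 and 0.0144 with L-serine, the last toward lower values (adjusted p = 0.0983 with an estimated correlation). Without a filter on low values, the joined lists were over-represented with NCT503 (136 of 169, odds ratio 1.94, p = 0.000454 from Fisher's exact test), against a background of 17277 genes that adds those near 0 FPKM. The targets did not pass camera with L-serine in that setting (adjusted p = 0.114) or without vehicle replicate 3 (adjusted p = 0.108), within a range of 0.00585 to 0.114 over all settings.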

KEGG pathway enrichment analysis of the differentially expressed genes revealed that the mitogen-activated protein kinase (MAPK) pathway was significantly enriched (Fig. S4B). It was previously reported that activation of the MAPK pathway could increase the expression of NK cell-related functional molecules and thereby enhance NK cell killing [30,31]. Consistent with reported results, the expression of FOS and FOSL2, 2 key MAPK pathway-related transcription factors, was significantly up-regulated in the NCT503 treatment group but down-regulated after application of l-serine (Fig. 6A). Additionally, we confirmed at the protein level that l-serine has an inhibitory effect on the activation of MAPK signaling in NK cells (Fig. 6B). Moreover, quantitative reverse transcription PCR (qRT-PCR) verified the alterations in FOS and FOSL2 expression. 

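FOS and FOSL2, which encode partners of JUN proteins in the transcription factor AP-1, were both higher with NCT503 and lower with L-serine in NK92 cells. FOS was at 5.24 ± 0.146 FPKM (SD, n = 3) with vehicle, 3.54 ± 0.0551 FPKM with L-serine and 9.14 ± 0.502 FPKM with NCT503, which is 0.676 times and 1.74 times the vehicle level. FOSL2, the more abundant transcript, was at 42.1 ± 1.17 FPKM with vehicle, 37.8 ± 0.508 FPKM with L-serine and 113 ± 0.546 FPKM with NCT503, 0.898 times and 2.69 times the vehicle level. For both genes, every L-serine library was below every vehicle library and every NCT503 library was above them.
FOS is a protein coding gene on chromosome 14 of GRCh38.p14 from 75278828 to 75282230, and FOSL2 one on chromosome 2 from 28392858 to 28417317. The single libraries gave 5.11, 5.40 and 5.22 FPKM of FOS with vehicle, 3.58, 3.57 and 3.48 with L-serine and 9.19, 9.61 and 8.61 with NCT503. For FOSL2 they gave 41.3, 41.5 and 43.4 FPKM, then 38.0, 37.2 and 38.2, and then 113.5, 112.4 and 113.1.
With L-serine, the log2 fold change of FOS was −0.46 (standard error 0.05, adjusted p = 0.00126 from limma) and that of FOSL2 −0.15 (standard error 0.03, adjusted p = 0.0348). With NCT503 they were 0.70 (standard error 0.05, adjusted p = 3.17e-08) and 1.40 (standard error 0.03, adjusted p = 1.59e-13). Between NCT503 and L-serine directly, FOS differed by 1.16 and FOSL2 by 1.56 on the log2 scale. Each of these comparisons had p = 0.1 in an exact two-sided permutation test, the smallest p that 3 libraries against 3 allow.
The call of FOSL2 with L-serine ended whichever of the 6 vehicle and L-serine libraries was left out (adjusted p = 0.0511 to 0.114 from limma). It also ended without a filter on low values (0.0760), with only the 2 groups in the fit (0.103) and without the trend (0.132), within a range of 0.0197 to 0.132 over the settings that keep all libraries.
The paper describes FOS and FOSL2 as key transcription factors of the MAPK pathway, whose activation it cites as raising the functional molecules of NK cells. It sets their opposite changes beside its protein, RT-PCR and knockdown results (Fig. 6B to G), and from these together it concludes that l-serine inhibited NK cell function through FOS/FOSL2 signaling.

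**Figure D2:**
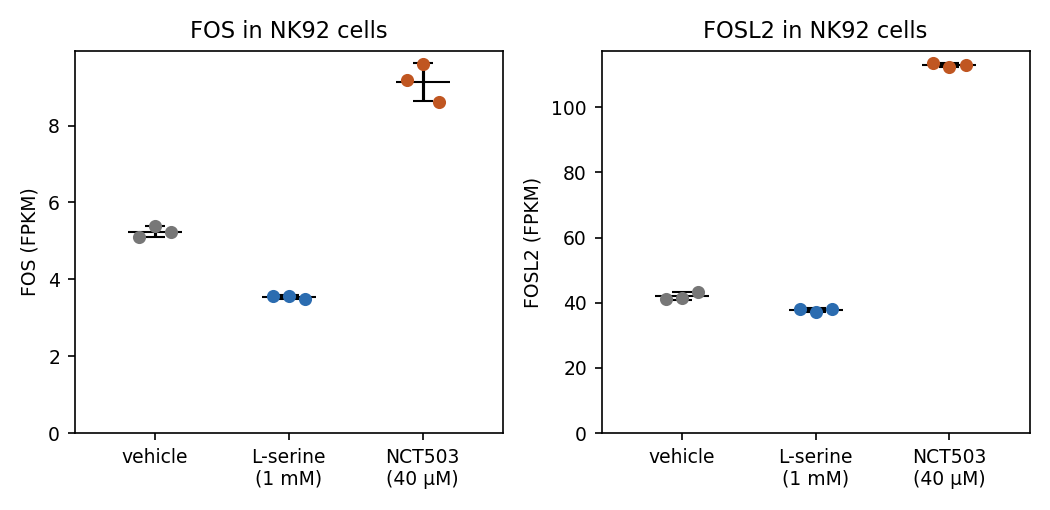
FPKM (y axis, from 0) of FOS (left) and FOSL2 (right) in the 3 libraries of each group (x axis, colored points), with the mean (black line) and SD (error bar, n = 3). The L-serine libraries lie below and the NCT503 libraries above all vehicle libraries for both genes, at 8.61 to 9.61 FPKM of FOS with NCT503.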

The transcriptome sequencing results showed that the amount of l-serine was decreased in the NK92 cell line and primary NK cells after treatment with NCT503 or l-serine (Fig. 6C and D). Furthermore, knockdown of FOS impaired the cytotoxic effect of NK cells on melanoma cells and the promoting effect of *ER*-conditioned medium on NK cells (Fig. 6E). Moreover, knockdown of FOS expression significantly inhibited the expression of functional molecules in NK cells, including PFN1/2, CCL2, and CCL3 (Fig. 6F and G). 

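In NK92 cells, most genes of NK cell effector function were lower with NCT503 and few changed with L-serine. PRF1, which encodes the pore-forming protein perforin, went from 321 ± 9.11 FPKM (SD, n = 3) with vehicle to 159 ± 2.14 with NCT503. GZMB, which encodes the protease granzyme B, went from 1026 ± 29.0 to 529.8 ± 10.2 FPKM. The cytokine gene IFNG went from 9.09 ± 0.0666 to 4.05 ± 0.275 FPKM. With L-serine, the chemokine genes CCL3, CCL3L1 and CCL4 fell, while PRF1 was at 318 ± 3.24, GZMB at 1040.1 ± 22.2 and IFNG at 8.62 ± 0.261 FPKM.
Of 22 cytotoxic granule and death ligand genes, 6 rose and 15 fell with NCT503 (the same counts when adjusted over the list alone), which as a group did not pass (camera adjusted p = 0.257). The fall of PRF1 had an adjusted p of 1.40e-12 from limma and that of GZMB, a log2 fold change of −0.95 (standard error 0.03), one of 3.97e-12. The granzyme gene GZMK had a log2 fold change of −1.12 and HOPX of −1.18, and LAMP2, which encodes a lysosomal membrane protein, rose by 1.41. With L-serine none of the 22 changed in limma (6 had an unadjusted p under 0.05; 1 rose and 2 fell when adjusted over the list alone). Their camera adjusted p was 0.681, with PRF1 at −0.01 (adjusted p = 0.863) and GZMB at 0.02 (adjusted p = 0.767).
Of 21 cytokine and chemokine genes, 3 rose and 17 fell with NCT503 (the same counts when adjusted over the list alone). This list had a camera adjusted p of 0.00306 (adjusted p = 0.0631 with an estimated correlation). The lymphotoxin genes LTA (−3.66) and LTB (−3.31), TNF (−2.50), XCL1 (−1.47), IL32 (−1.21) and IFNG fell, and CCL5 rose (0.27). With L-serine, 4 of the 21 fell and none rose (7 fell and 1 rose when adjusted over the list alone). The camera adjusted p was 7.14e-07 (adjusted p = 0.0140 with an estimated correlation). CCL3 lies on chromosome 17 of GRCh38.p14 from 36088256 to 36090143. It was at 2223 ± 73.2 FPKM with vehicle, 1773 ± 47.5 FPKM with L-serine (log2 fold change −0.33, adjusted p = 0.000340 from limma) and 732 ± 9.87 FPKM with NCT503 (−1.60, adjusted p = 8.76e-14). CCL3L1, a near-identical copy that may share its reads, fell with L-serine by 0.45 on the log2 scale. CCL4 fell from 447 ± 14.5 to 345 ± 6.4 FPKM with L-serine (−0.38, adjusted p = 0.000645) and IL16 by 0.16 on the log2 scale (adjusted p = 0.0228).
Of 45 NK cell receptor and adaptor genes, 8 rose and 31 fell with NCT503 (the same counts when adjusted over the list alone). The camera adjusted p of this list was 0.0128 (adjusted p = 0.110 with an estimated correlation). Among those that fell are the IL-2 receptor genes IL2RA (−2.13) and IL2RG (−1.21), the integrin gene ITGB2 (−2.19) and the activating receptor gene SLAMF7 (−1.71; adjusted p at most 7.97e-14 from limma). With L-serine none of the 45 changed in limma (11 had an unadjusted p under 0.05; 1 fell when adjusted over the list alone; camera adjusted p = 0.703).
These values are from the NK92 line, in which the killing of target cells was not part of the sequencing.

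**Figure D3:**
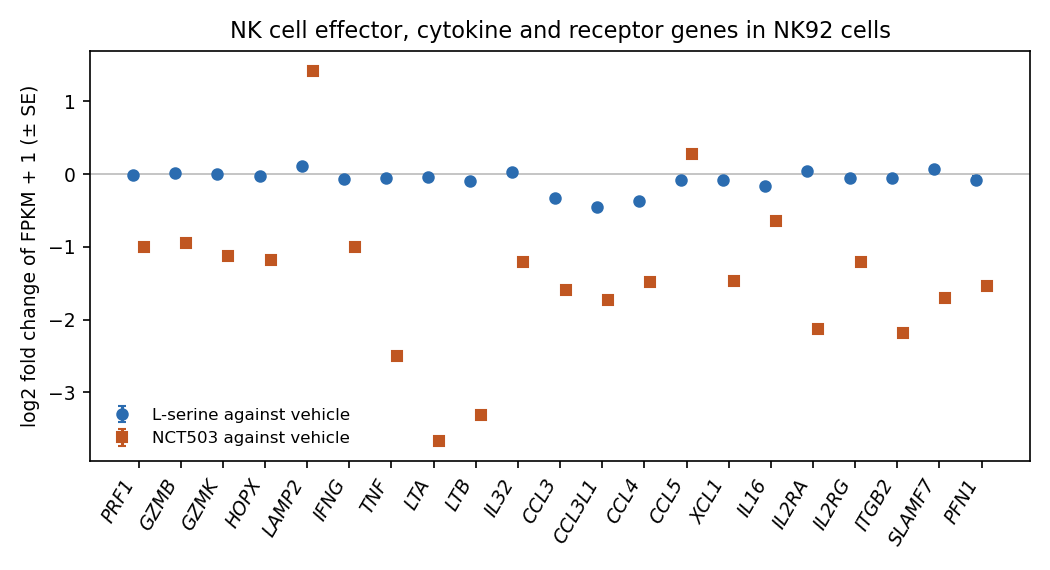
Log2 fold change of FPKM + 1 against vehicle (y axis) of 21 NK cell genes (x axis) with L-serine (blue circles) and with NCT503 (orange squares). Error bars are the standard errors from limma and are mostly smaller than the symbols, and with NCT503 LTA (−3.66) and LTB (−3.31) lie lowest while LAMP2 and CCL5 lie above 0.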

Overall, these results revealed that l-serine inhibited NK cell function through FOS/FOSL2 signaling, whereas disruption of l-serine synthesis enhanced NK cell activity.

**Fig. 6.**
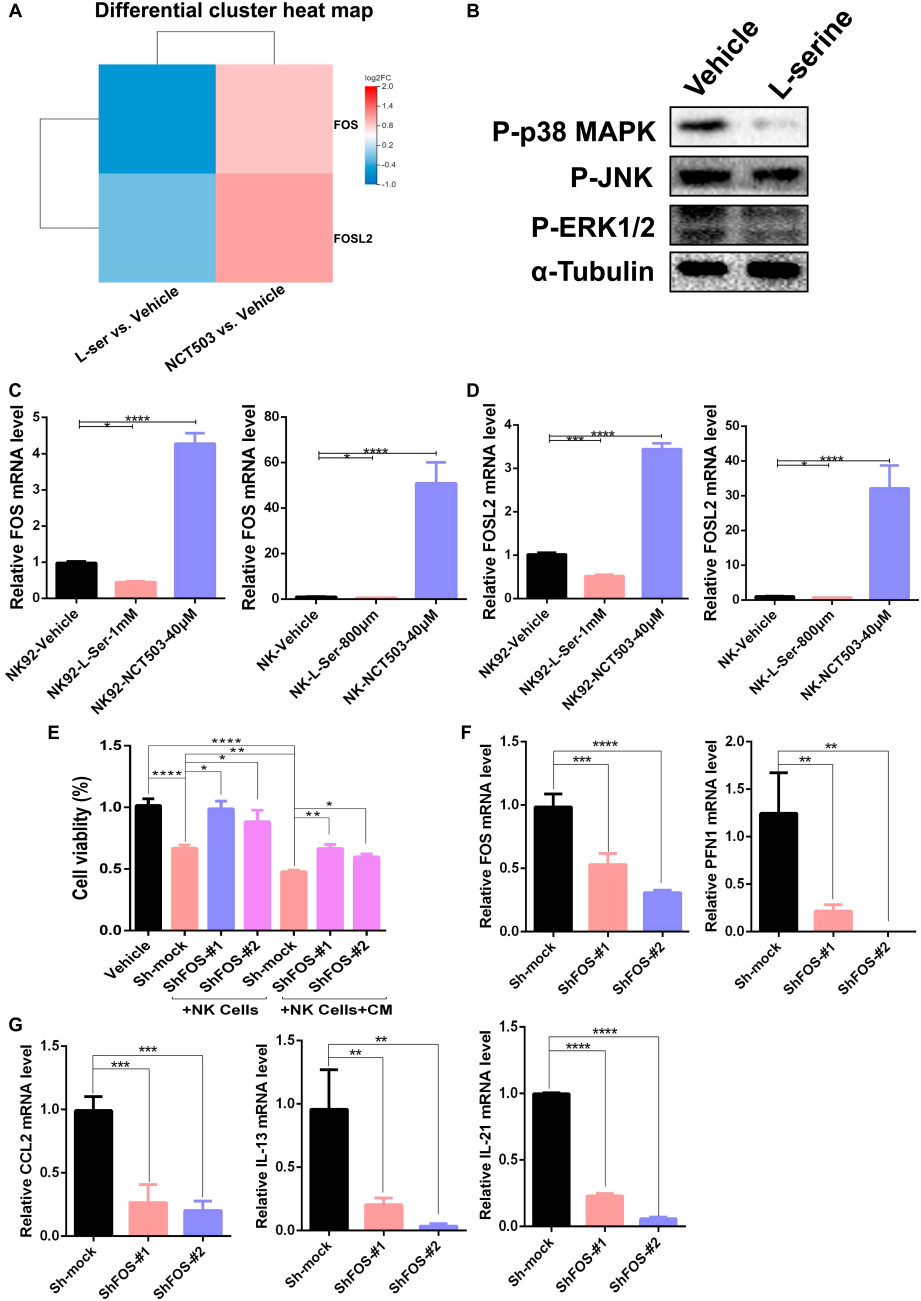
l-Serine inhibits NK cell function via the transcription factors FOS/FOSL2. (A) RNA-seq results shown in a differential gene expression heatmap for melanoma cells after serine or NCT503 treatment. (B) Western blotting detection of P-p38 MAPK expression in NK92 cells after l-serine (1 mM/l) treatment. (C and D) RT-PCR detection of FOS (C) and FOSL2 (D) mRNA expression in NK92 and primary NK cells under l-serine or NKT503 treatment. (E) Cytotoxic activity of NK92 cells against tumor cells after FOS knockdown and/or *E. rectale*-conditioned medium treatment. (F and G) RT-PCR detection of FOS, PFN1, CCL2, IL-13, and IL-21 mRNA expression after FOS knockdown in NK92 cells. Multiple experimental data were counted and are presented according to the statistical method, and an asterisk (*) indicates the *P* value.

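The other genes of the AP-1 family moved in both directions with NCT503 in these NK92 libraries, and none of them passed with L-serine. With NCT503, JUN rose from 11.2 ± 0.213 to 27.8 ± 0.498 FPKM (SD, n = 3), FOSB from 0.537 ± 0.0643 to 2.93 ± 0.234 FPKM and ATF3 from 4.11 ± 0.25 to 11.0 ± 1.03 FPKM. JUNB was at 28.7 ± 2.14 FPKM with vehicle, 25.0 ± 0.775 FPKM with L-serine and 29.0 ± 0.581 FPKM with NCT503, with no change that passed. Of 12 AP-1 genes tested, 8 rose and 3 fell with NCT503, and none rose and 2 fell with L-serine.
The log2 fold changes with NCT503 were 1.24 for JUN (standard error 0.03, adjusted p = 3.13e-12 from limma), 1.35 for FOSB (adjusted p = 6.17e-09) and 1.23 for ATF3 (adjusted p = 2.65e-08). The counts with NCT503 were the same when adjusted over the list alone, and the group did not pass (camera adjusted p = 0.0929). With L-serine, 4 AP-1 genes fell when adjusted over the list alone (camera adjusted p = 8.50e-06, adjusted p = 0.0401 with an estimated correlation). FOS and FOSL2, the only ones that fell over all genes, were singled out by the study on these libraries, so this list is not independent evidence of its direction. JUNB (−0.19, adjusted p = 0.112 from limma) and MAFF (−0.21, adjusted p = 0.226) did not pass.
Of 20 immediate early genes outside this family, 11 rose and 8 fell with NCT503 (the same counts when adjusted over the list alone; camera adjusted p = 0.263). NR4A2, a nuclear receptor gene, rose by 2.52 on the log2 scale and NFKBIA, which encodes an inhibitor of NF-κB, fell by 1.55. With L-serine, 3 of the 20 fell, MYC, DUSP2 and ZFP36 (−0.18, adjusted p = 0.0474 from limma), and none rose (7 fell and 1 rose when adjusted over the list alone). The camera adjusted p was 6.22e-06 (adjusted p = 0.108 with an estimated correlation).
The legend of Fig. 6A speaks of melanoma cells, while the text of the paper and the sample labels give NK cells, and the labels NK92. The highest of the melanocyte and melanoma genes reached 0.63 to 1.14 FPKM with vehicle, 0.99 to 1.46 with L-serine and 1.18 to 1.48 with NCT503. This list had fewer than 5 genes at the level tested.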

### Down-regulation of l-serine-related gene expression was associated with a reactive immune microenvironment and better responsiveness to anti-PD1 treatment

To verify the effect of l-serine on NK cell function, we constructed YUMM1.7 tumor-bearing mice responsive to anti-PD1 treatment (CR) and partially responsive B16F10 tumor-bearing mice (PR) and then performed single-cell sequencing of tumor tissues after anti-PD1 treatment. PHGDH, PSAT1, PSPH, and SHMT are key enzymes that regulate l-serine metabolism (Fig. S5A) [32]. As shown in Fig. S5B to E, the expression of PSAT1 and SHMT was significantly higher in the NK cell population of the PR group than in that of the CR group (Fig. S5B to E), while the expression of FOSL2 was significantly lower in the NK cells of the PR group than in those of the CR group (Fig. S5F and G). To verify the effect of l-serine on the efficacy of anti-PD1 immunotherapy, we also downloaded RNA-seq data (GSE 91061) for clinical anti-PD1-treated melanoma patients from the Gene Expression Omnibus (GEO) database, which showed that the expression of PHGDH and PSPH was significantly lower in patients who achieved a PR or CR in response to anti-PD1 treatment than in drug-resistant patients with PD (Fig. 7A and B). Similarly, in the PRJEB23709 melanoma anti-PD1 immunotherapy cohort [33], the levels of PSAT1, PSPH, and SHMT1/2 were significantly reduced in PR or CR patients treated with anti-PD1 compared with drug-resistant PD patients (Fig. 7C to F). We further analyzed immune cell enrichment in the immune microenvironment of anti-PD1-treated patients using the ImmuneCellAI-human method [34] and the association between T cell enrichment in the tumor microenvironment and l-serine metabolism. As shown in Fig. S6A to C, the abundance of l-serine metabolic enzymes (PSAT1, PSPH, and SHMT1) was negatively correlated with CD8^+^ T cell infiltration (Fig. S6A to C). PSAT1 and SHMT1/2 were negatively correlated with CD4^+^ T cell infiltration (Fig. S6D to F). PSPH and SHMT1 were also negatively correlated with gamma_delta T cell infiltration (Fig. S6G to I). These results indicated that the l-serine metabolic signaling pathway was associated with a suppressive tumor immune microenvironment. To further validate our conclusions, we used the ESTIMATE algorithm to assess the immune microenvironment of anti-PD1-treated patients and found that the expression of PSPH and SHMT1/2 was negatively correlated with patient immune scores (Fig. 7G to I), while PSAT1, PSPH, and SHMT2 were positively correlated with tumor purity (Fig. 7J to L). Additionally, lower expression of SHMT1/2 was related to longer survival in melanoma patients treated with anti-PD1 immunotherapy (Fig. S6J and K).

**Fig. 7.**
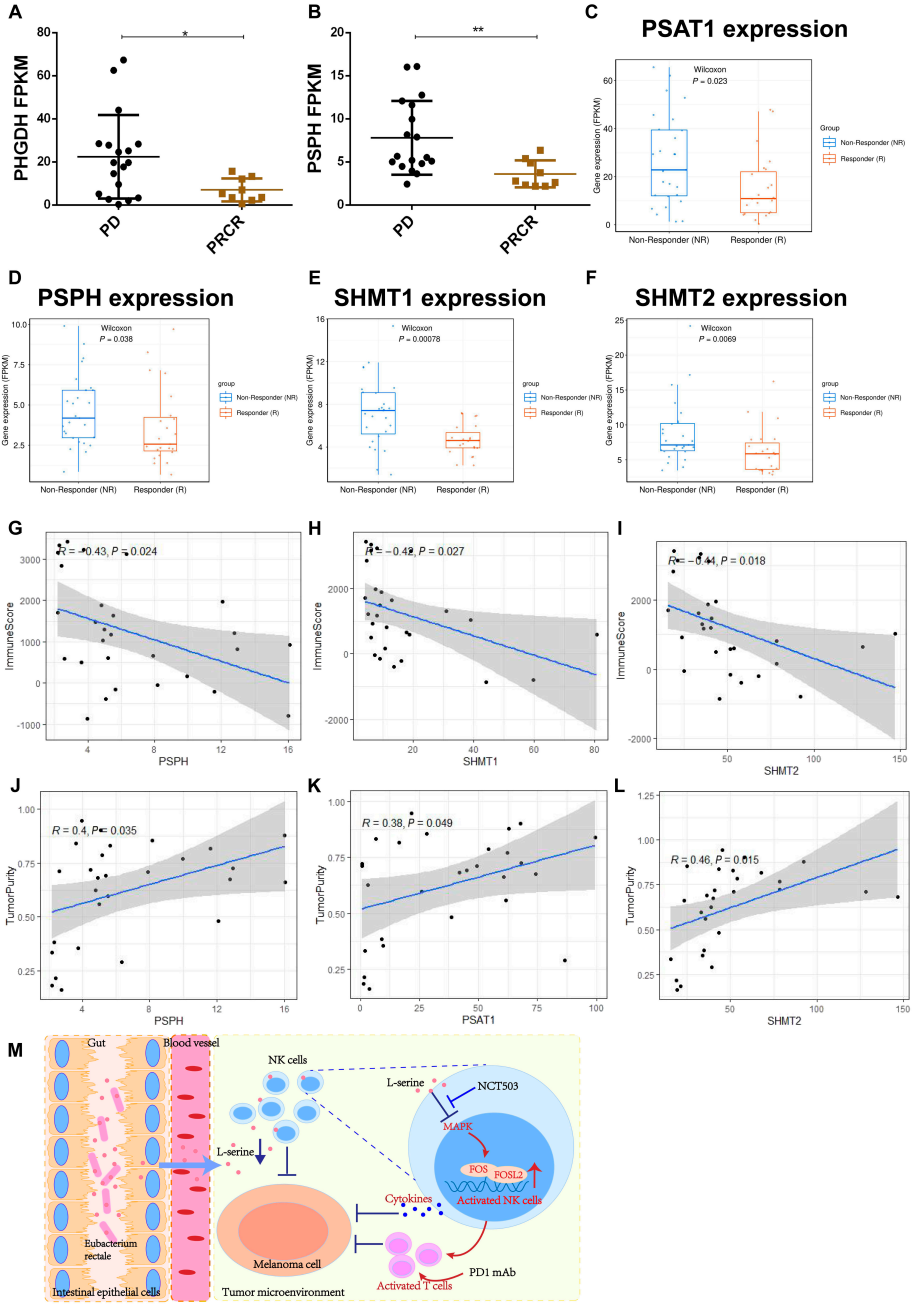
Correlation of l-serine synthesis pathway genes with anti-PD1 treatment efficacy. (A and B) Expression of the serine-metabolizing enzymes PHGDH (A) and PSPH (B) in anti-PD1-treated melanoma patients in the anti-PD1 treatment-nonresponsive (PD) group and anti-PD1 treatment-responsive (PRCR) group. (C to F) Expression of PAST1 (C), PSPH (D), SHMT1 (E), and SHMT2 (F) in anti-PD1-treated melanoma patients. (G to I) Correlations of PSPH (G), SHMT1 (H), and SHMT2 (I) with the immune score in PD1-treated patients. (J to L) Correlations of PSPH (J), PSAT1 (K), and SHMT2 (L) with tumor purity. (M) *E. rectale* promote NK cell function by reducing l-serine in the environment, which enhances the efficacy of PD1 immunotherapy. Multiple experimental data were counted and are presented according to the statistical method, and an asterisk (*) indicates the *P* value.

In conclusion, intestinal *E. rectale* enhanced NK cell function and anti-PD1 therapeutic efficacy by consuming l-serine in its environment, leading to the activation of NK cell activity through the FOS/FOSL2 signaling pathway (Fig. 7M). Therefore, *E. rectale* transplantation could be a novel approach to improve the efficacy of anti-PD1 immunotherapy in melanoma.

## Discussion

Mechanisms of primary and acquired resistance to ICIs have been characterized by genetic susceptibility, including a lack of antigen processing or abnormal antigen processing, T cell rejection or T cell depletion, PD-L1 expression, extrinsic factors such as microorganisms, and host factors [35–37]. Among these factors, gut microbes have been shown to affect the efficacy of ICI therapy by altering the proportions and activities of immune cells, such as CD4^+^ T cells, CD8^+^ T cells, T_reg_ cells, NK cells, and macrophages. The detailed effects of gut microbes include the following: (a) in regard to enhancement of the host effector immune response, supplementation with Bifidobacterium enhanced the efficacy of an anti-PD-L1 mAb by activating DCs and inducing CD8^+^ T cell killing [38]. (b) In regard to enzymes or surface antigen structures, the enzyme SagA expressed by *Enterococcus faecalis* activated innate immunity by releasing peptidoglycan fragments, inducing a microenvironment favorable for immunotherapy and that enhanced the immunotherapeutic effects [13]. The presence of a major histocompatibility complex I (MHC-I) binding epitope [TSLARFANI (TMP1)] in *Enterococcus haii* that can cross-react with TMP in tumors resulted in improved immunotherapeutic effects by the generation of TMP-specific H-2Kb-restricted CD8^+^ T-lymphocyte responses that enhanced the efficacy of an anti-PD1 mAb [39]. (3) For metabolite regulation, *Bifidobacterium pseudolongum*-derived inosine increased the efficacy of ICIs in colon cancer by acting on inosine 2A receptors on T cells to enhance the antitumor immune response [40]. Pectin, a soluble dietary fiber, increased butyric acid production in the feces of mice by altering the intestinal microbial community and thereby enhanced the efficacy of an anti-PD1 mAb in colorectal cancer [41].

In melanoma, interventions targeting the intestinal flora are an effective strategy to improve the efficacy of immunotherapy; therefore, the identification of probiotics and clarification of mechanisms will improve the understanding of the role of the microbiota in immunotherapy in melanoma. In this study, we found that *E. rectale* was significantly enriched in the intestine of patients who responded to ICI therapy, especially those who responded to anti-PD1 immunotherapy (Fig. 1 and Fig. S1). Melanoma patients with a high abundance of *E. rectale* had prolonged overall survival (Fig. 1 and Fig. S1). We further confirmed that *E. rectale* promoted anti-PD1 immunotherapy efficacy in a preclinical model (Fig. 2).

Mechanistically, administration of *E. rectale* significantly increased the infiltration and killing activity of NK cells in vitro and in vivo (Figs. 2 and 3). NK cells not only are important innate immune cells but also regulate the functions of various immune cells through the release of Fms-related tyrosine kinase 3 ligands and the chemokines CCL5 and XCL1, ultimately initiating the activation of CD8^+^ T cells [42]. Evidence shows that ICI treatment reduces tumor volume even in the absence of T cells in mice, implying that other immune cells, such as NK cells, play important roles in ICI treatment [43]. Interestingly, pluripotent stem cell-derived NK cells in combination with an anti-PD1 mAb were found to produce relatively high levels of inflammatory cytokines, which enhance the antitumor effects [42]. A clinical study showed that the objective remission rate achieved with combination treatment of NK cells and an anti-PD1 mAb reached 36.5%, compared to a rate of 18.5% for the anti-PD1 mAb alone, and this combination treatment significantly prolonged overall survival in non-small cell lung cancer [44]. In melanoma, metformin activates NK cells in a MAPK-dependent manner and further increases the anti-PD1 immunotherapeutic efficacy [30]. Consistent with above results, FOSL2 [a component of the MAPK downstream transcription factor activator protein 1 (AP1)] promotes NK maturation and function [45]. The natural cytotoxicity exerted by human NK cells is associated with AP1 transcription factor genes such as JunB, FosB, and c-Fos [46]. In melanoma, microRNAs in NK cells promote the clearance of B16F10 melanoma in vivo by NK cells through activation of nuclear factor κB (NF-κB) and AP1 [47]. However, the mechanism of regulation of NK cells by *E. rectale* in melanoma is not clear.

To further elucidate the molecular mechanisms by which *E. rectale* acts on NK cells, we analyzed the whole genome of *E. rectale*, which was found to contain several genes encoding serine-catabolizing enzymes that could consume serine from the environment. Consistent with this analysis, our metabolic results showed that administration of *E. rectale* dramatically reduced the abundance of l-serine. l-Serine, a nonessential amino acid, is involved in protein, nucleotide, and lipid synthesis; provides one-carbon units for the folate cycle and methylation reactions; and is a nutrient required for tumor growth [48]. An elevated l-serine level has been associated with tumor disease progression, a poor prognosis for tumor patients and resistance to BRAF inhibitors in melanoma, pancreatic cancer, and non-small cell lung cancer cells [49]; meanwhile, inhibition of l-serine synthesis significantly reduce tumor cell numbers [50]. Additionally, serine metabolism has been shown to affect immune cell activity. For macrophages, high levels of serine metabolites suppress M1 macrophage production of IFN-I via YAP-mediated blockade of the TBK1–IRF3 axis, while restriction of serine production enhances IFN-β-mediated innate immunity in vitro and in vivo [51,52]. In mouse embryonic fibroblasts, inhibition of serine synthesis leads to MAPK pathway activation [53]. In addition, serine helps maintain the mitochondrial fusion–fission balance and inactivates MAPK to protect neuronal cells from oxidative stress [54].

Here, we found that the serine synthesis inhibitor NCT503 significantly enhanced anti-PD1 immunotherapeutic efficacy and NK cell killing activity in vitro and in vivo. Moreover, high expression of enzymes related to serine metabolism correlated with nonresponsiveness to immunotherapy in melanoma patients; therefore, we concluded that administration of *E. rectale* led to the consumption of serine, which activated NK cell activity and consequently improved the efficacy of anti-PD1 immunotherapy in melanoma. In addition, PHGDH, PSAT1, PSPH, and SHMT are key enzymes related to serine metabolism [55]. Among these enzymes, PHGDH is the first rate-limiting enzyme in serine synthesis and the gatekeeper of serine synthesis [56]. PHGDH is highly expressed in a variety of tumors and positively related to drug resistance. NCT503 was identified from the National Institutes of Health (NIH) Molecular Libraries Small Molecule Repository (MLSMR) drug library as a specific inhibitor of PHGDH [57]; it inhibited the malignant phenotype in breast, liver, and lung cancers in a PHGDH-dependent manner [55–57]. In this study, our findings confirmed that NCT503 significantly reduced serine production and increased NK cell killing activity. Moreover, we confirmed the sensitizing effect of NCT503 on melanoma treated with anti-PD1 immunotherapy, suggesting that both NCT503 and *E. rectale* could be used as novel agents to improve the efficacy of anti-PD1 immunotherapy in melanoma. Overall, we elucidated the role of the *E. rectale–*serine–NK cell axis in anti-PD1 immunotherapy, which provides a promising therapeutic strategy for improving the efficacy of anti-PD1 immunotherapy in melanoma.

## Materials and Methods

### Gut flora cohort analysis

A cohort of fecal macrogenomic data on the efficacy of melanoma treatment with ICIs was downloaded from the National Center for Biotechnology Information (NCBI) database. Clinical information of the included samples is shown in Table S1 (cohort 1) and Table S2 (cohort 2). Data quality control, host data removal, and species diversity analysis were re-performed, followed by LEfSe analysis and survival analysis. Further, to validate the results of the analysis, logistic regression models were first constructed in the training set based on the relative abundance of microbial species versus patient phenotype data, and then the predictive performance was estimated in the testing set using ROC curves.

### Experimental cells and bacterial strains

Murine-derived melanoma cell line B16F10 was obtained from the American Type Culture Collection; B16F10 cells were cultured in RPMI 1640 (Gibco, USA) medium containing 10% fetal bovine serum (Gibco, USA); NK92 cells were obtained from Meisen Chinese Tissue Culture Collections (Meisen CTCC, China) and cultured in Alpha Minimum Essential medium containing 12.5% horse serum and 200 U/ml recombinant IL-2 (Meisen CTCC). All cells were cultured in an anaerobic incubator with 5% CO_2_ at 37 °C. *E. rectale* DSM 17629 bacterial strains were obtained from the Deutsche Sammlung von Mikroorganismen und Zellkulturen (DSMZ); the strains were cultured in an anaerobic incubator using PYG (PYG Broth Medium Base) medium (Mingzhoubio, China).

### Animal models

Six- to 8-week-old female C57BL/6 mice were purchased from SLAC Laboratory Animal Co. Ltd. The animals were housed in the specific pathogen-free environment of the Department of Laboratory Animal Science, Central South University. The animal experiments were approved by the Animal Ethics Committee of Central South University and conducted in compliance with the “3R” principle.

To construct *E. rectale* colonized mice, first, 4 antibiotics [25 mg/kg vancomycin (Sangon Biotech, China), 50 mg/kg metronidazole (Sangon Biotech), 50 mg/kg ampicillin (Sangon Biotech), and 50 mg/kg neomycin (Sangon Biotech)] were used for gavage and purging for 1 week; then, 200 μl (1.0 × 10^10^ colony-forming units/ml) of *E. rectale* solution resuspended in phosphate-buffered saline (PBS) was used for gavage for 1 week. The fecal samples were collected before and after gavage, DNA was extracted using the QIAamp DNA Stool Mini Kit (QIAGEN, Germany), and then qRT-PCR was performed to detect whether *E. rectale* were successfully colonized. After the successful colonization, 100 μl of B16F10 cells containing 5 × 10^5^ cells was implanted under the skin of the right dorsal side of C57BL/6 mice. When the tumor size reached about 20 to 30 mm^3^, 200 μg of PD1 mAb (BioXCell, BE0146, USA) was given in the anti-PD1 treatment group and *E. rectale* + anti-PD1 groups every 3 days. Mice in the *E. rectale* group were kept in *E. rectale* gavage daily during the experiment. For l-serine inhibitor experiments, vehicle [corn oil (Aladdin, China)] + 200 μg of IgG2a (BioXCell, BE0089, USA), 200 μg of PD1 mAb (BioXCell, BE0146, USA), 10 mg/kg NCT503 + 200 μg of IgG2a, and 200 μg of PD1 mAb + 10 mg/kg NCT503 (Selleck, USA) were given in groups when the tumor grew to 20 to 30 mm^3^; tumor volume was measured by vernier calipers every other day, and body weight was measured every other day. When the tumor grew to nearly 1,000 mm^3^, the tumor, serum, and feces were taken from mice for follow-up experiments.

### Multicolor flow cytometry

The cells or tumor tissues were prepared as single-cell suspensions; 100 μl of prepared Zombie Aqua Fixable Viability Kit (anti-BV510, BioLegend, USA) was added and incubated for 10 to 15 min at room temperature; configured CD16/32 (BioLegend) was added, incubated for 15 min at 4 °C, and protected from light; and 100 μl of prepared surface antibody [APCCY7-CD45 antibody, APC-CD3 antibody, PE-Cy5.5-CD4 antibody, PE-Cy7-CD8 antibody, PE-NK1.1, PE-Cy5.5-CD25, PE-Cy5.5-Gr-1, APC-F4/80 antibody, and PE-CD11B antibody (BioLegend)] was added and incubated for 30 min at 4 °C. To label intracellular molecules, cells were incubated for 30 min from light after fixation and permeabilization (eBioscience, USA); 100 μl of the prepared intracellular antibody [FITC-Granzyme B antibody (BioLegend), PE-FOXP3 antibody (eBioscience), and BV711-IFN-γ antibody (BioLegend)] was added and incubated for 30 min at 4 °C. The stained cells were analyzed by FACS LSRFORTESSA (BD, USA), and the data were analyzed by FLOWJO software.

### NK cell isolation

The lymphocytes in the spleen of C57BL/6 mice were isolated by gradient separation of mouse lymphocyte isolation solution (DAKEWE, China), and then the primary NK cells were sorted by NK cell isolation kit (Miltenyi, Germany) according to the instructions.

### Coculture assay

Tumor cells and NK cells were grown in a 96-well plate at a ratio of 1:2.5, *E. rectale*-conditioned culture supernatant (1:40) was added, and a control group without NK cells or *E. rectale*-conditioned culture supernatant was set up. The 96-well plates were incubated in an incubator at 37 °C with 5% CO_2_ for 48 h and then tested for cell survival by CCK8 kit (Selleck, USA). The cell survival was then calculated using the control group as a reference.

### Cell proliferation assay

The tumor cells or coculture cells were grown in 96-well plates and washed twice with PBS after 48 h; 100 μl of fresh complete medium containing CCK8 kit (Selleck, USA) in 10:1 configuration was added and incubated in a cell incubator containing 5% CO_2_ at 37 °C for 1.5 h; and then the absorbance value of each well at 450 nm was measured by Microplate Reader (BioTek, USA).

### Quantitative reverse transcription PCR

RNA was extracted by lysis with Tripure (Bio Teke, China), trichloromethane (SCR, China), isopropanol (SCR), and 75% alcohol (SCR); cDNA was synthesized by reverse transcription kit (Yeasen, China); cDNA was amplified and analyzed by Ultra SYBR Mixture (Bimake, China) on a qRT-PCR-Q3 system (Applied Biosystems, USA). PCR primers are listed in Table S3.

### Gas chromatography–mass spectrometry and ultrahigh performance liquid chromatography–tandem mass spectrometry

Gas chromatography–mass spectrometry (GC-MS) is done by Shanghai Majorbio Technology Co. In brief, a 50-mg frozen stool sample is ground, metabolites are extracted and derivatized, GC-MS analysis information is extracted, and data are normalized, standardized, and then subjected to multivariate statistical analysis, differential metabolite analysis, and functional analysis.

Ultrahigh-performance liquid chromatography (AB SCIEX UHPLC, USA) coupled with a triple-quadrupole mass spectrometer (Triple Quad 5600, USA) was applied for l-serine analysis. Twenty microliters of serum sample was diluted 10 times with saline; 60 μl of methanol containing serine internal standard was added, vortexed for 5 min, and centrifuged at 4 °C, 12,000 rpm for 10 min; 10 μl of supernatant was put into a new EP tube; and sodium borate solution and 6-aminoquinolinyl-*N*-hydroxysuccinyl carbamate were added. Mixed well and incubated in a water bath at 55 °C for 10 min. The supernatant was aspirated, diluted with pure water, and vortexed for 5 min. The diluted samples were centrifuged at 4 °C for 5 min at 12,000 rpm; 50 μl of supernatant was taken for analysis [58].

### Transcriptomics

The RNA-seq assay is done by Wuhan Huada Sequencing Company. First, mRNA enrichment and purification: oligo dT selection to enrich the mRNA; RNA fragmentation and cDNA synthesis (second-strand cDNA synthesis with dUTP instead of dTTP); end repair, add A and adaptor ligation; PCR; circularization and make DNB; sequencing on DNBSEQ platform. Subsequently, the data obtained from sequencing are subjected to quality control (QC) [59], and clean reads are obtained to compare to the reference sequence [60]. If the second QC (QC of alignment) is passed, subsequent differential gene analysis and functional analysis will be performed.

### Statistics

Experimental data analysis was performed using GraphPad software (version 6.01), and experimental data were expressed as mean ± SD. The chi-square of the data was tested, *t* test was used for comparison between 2 groups with chi-square, one-way analysis of variance (ANOVA) was used for comparison between multiple groups with chi-square, and nonparametric test was used for non-chi-square. For the survival data analysis, the Kaplan–Meier method and Gehan–Breslow–Wilcoxon test were used to detect difference in survival curves between groups. Statistical significance was achieved when *P* < 0.05, and the asterisk represents the degree of difference (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

## Data Availability

The accession number for the raw RNA-seq data reported in this paper is GEO: GSE225920. The datasets analyzed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: Eubacterium rectale Improves the Efficacy of Anti-PD1 Immunotherapy in Melanoma via l-Serine-Mediated NK Cell Activation
**Source:** Research (Wash D C). 2023 Apr 28;6:0127. doi: 10.34133/research.0127
**Supplement:** Supplementary 1 — Figs. S1 to S6 Tables S1 to S3

Supplementary Materials:

**Materials and Methods**

**Single cell sequencing and analysis**

The tumors from B16F10_anti-PD1 and Yumm1.7_anti-PD1 were prepared as single cell suspensions for counting, viability and concentration detection by Scanner. The single cell suspensions were injected into Cartridge for cell sedimentation. Subsequent capture of mRNA and antibody tags is performed using Poly-dT on magnetic beads. A cDNA library is constructed from the mRNA on the magnetic beads. At the same time, library construction is performed on Sample Tag on magnetic beads. Data comparison and data statistics were performed by matching and splitting the CL and UMI sequences on the two library sequences. Subsequently, BD genomics rhapsody was used for scRNA-Seq gene expression quantification based on UMI counts. Seurat software was used for data quality control and filtering: the number of genes identified in the cells was filtered out from less than 200 or greater than 90% of the maximum number of genes; the top 15% of mitochondrial reads were filtered out; and the effect of cell cycle was corrected; Seurat and Doubletdetection software were used for high variable features screening and subsequent dimensionality reduction analysis, multiplex data integration, difference analysis, pathway enrichment, etc.

**Supplementary Figures:**

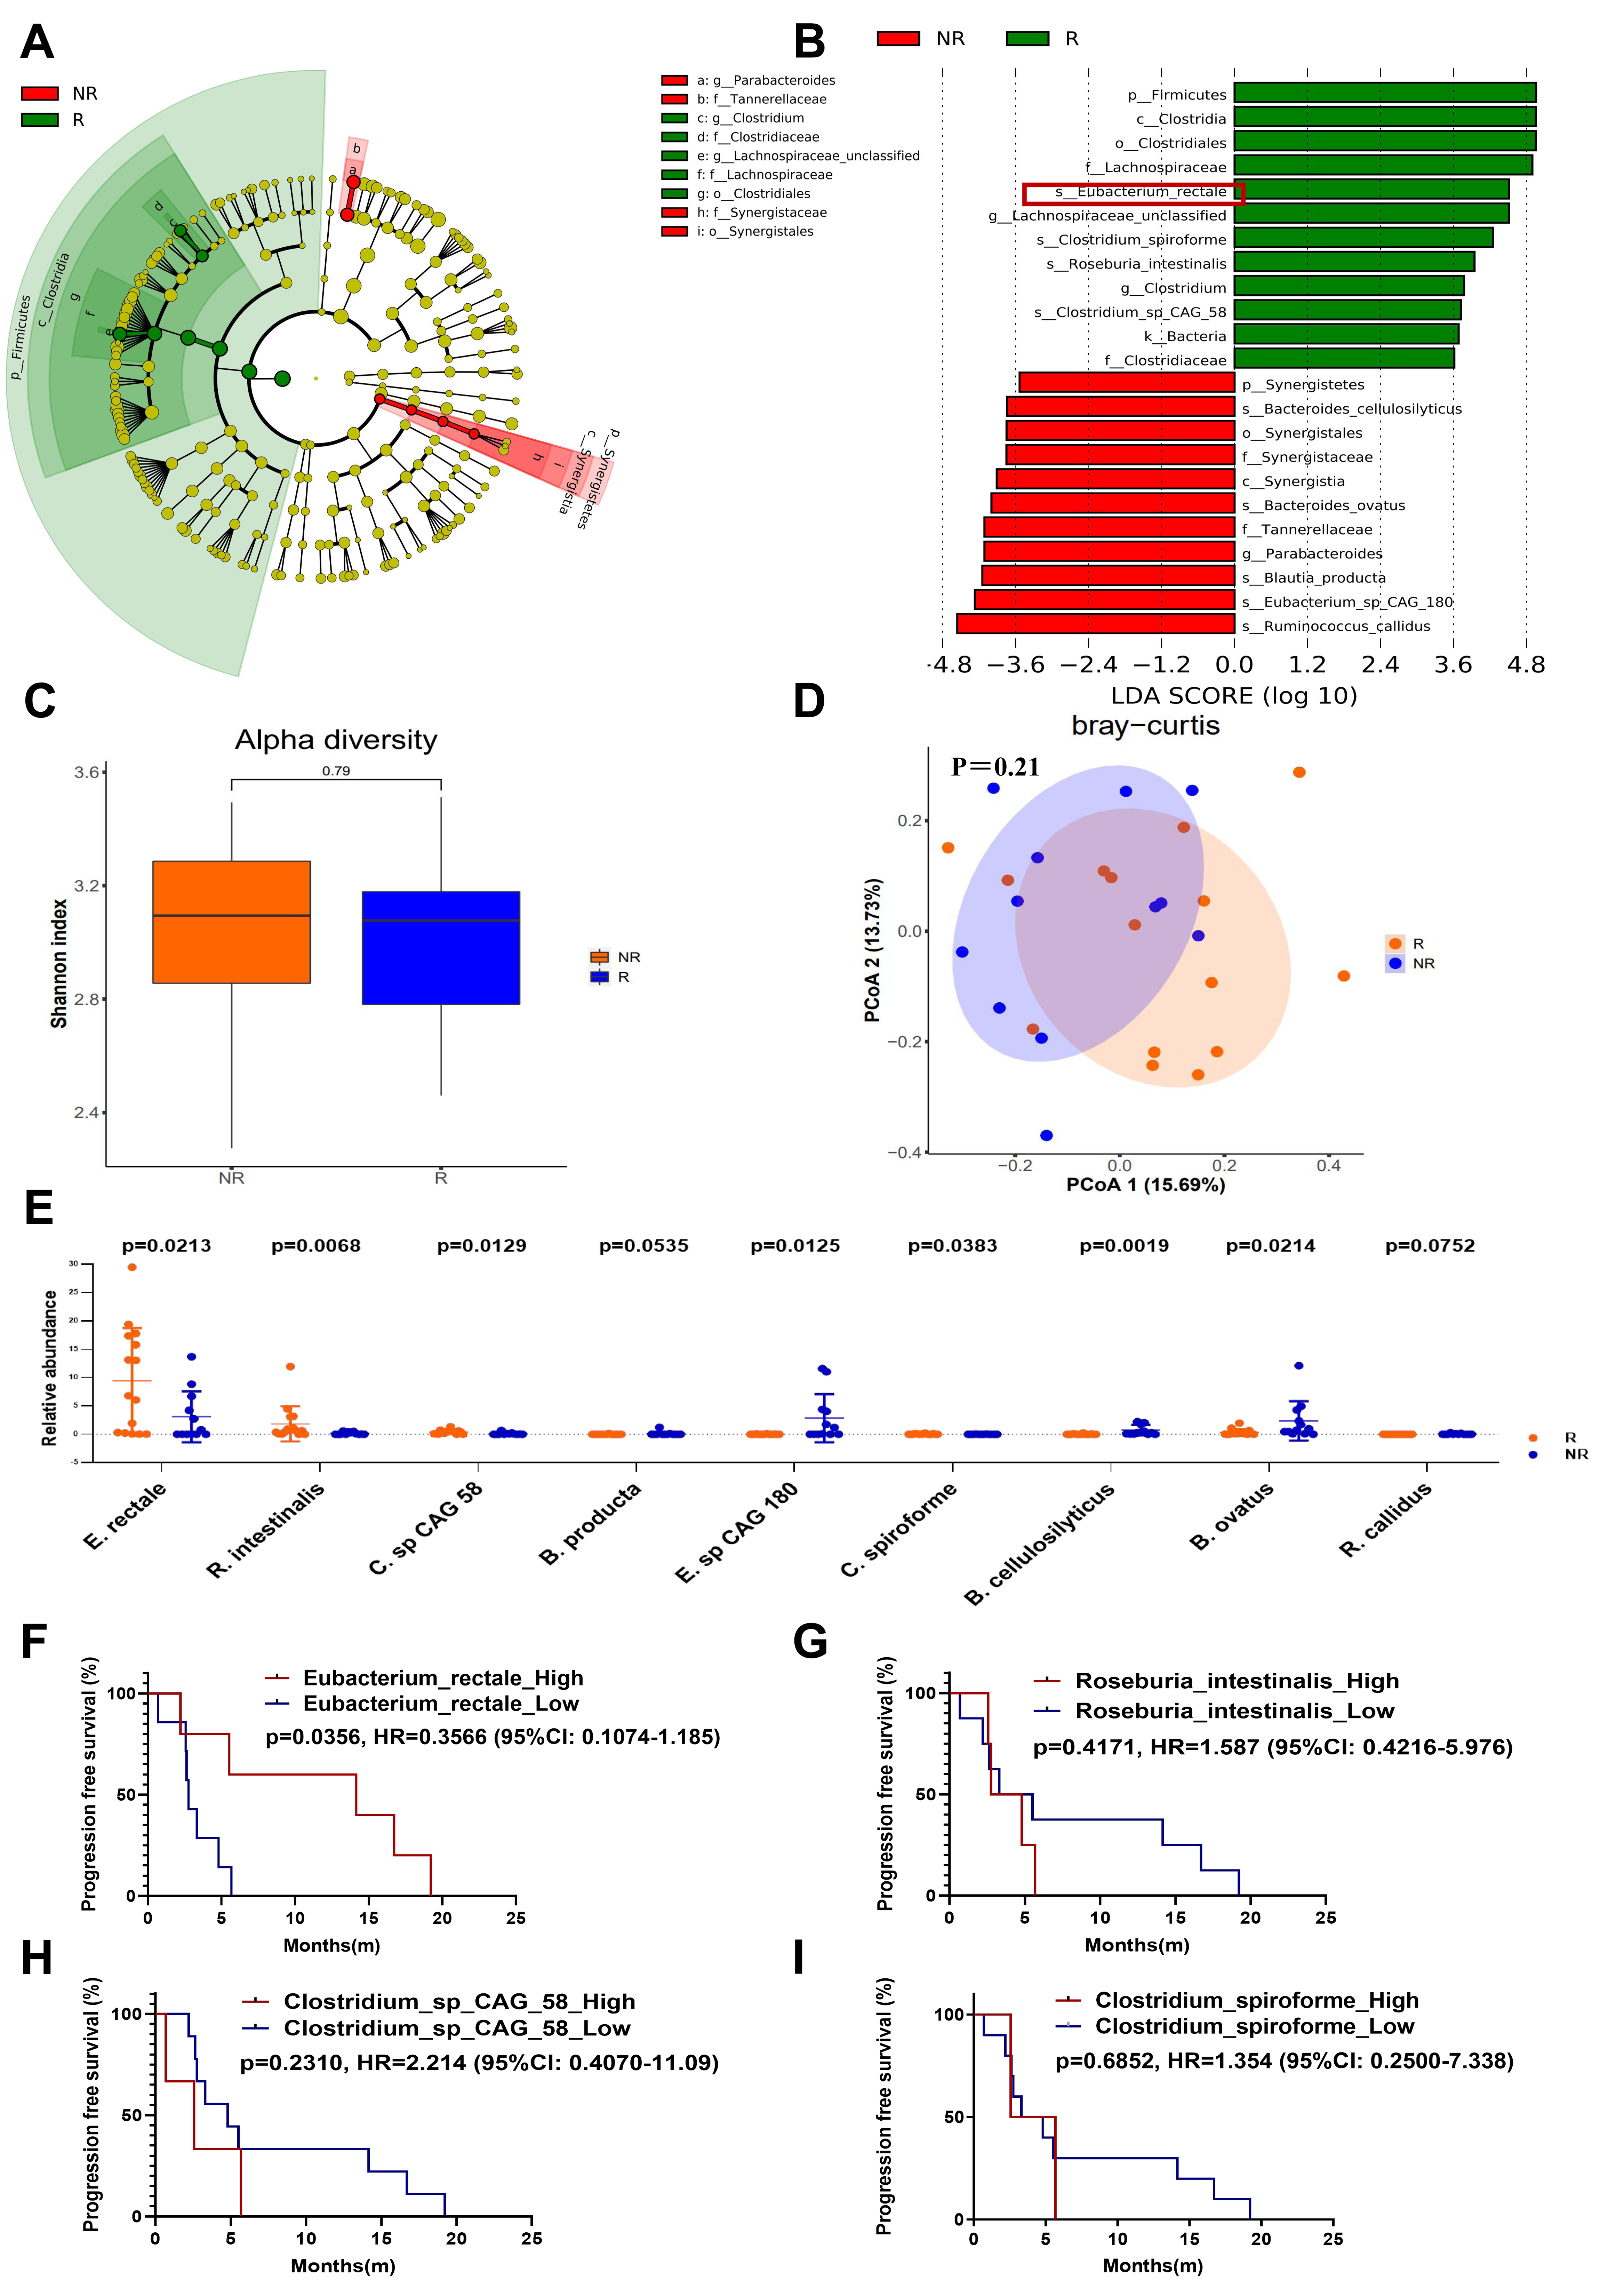

Figure S1: Analysis of gut microbial composition in patients treated with ICI for melanoma. A-B. Results of LEfSe analysis for the R and NR groups. (A) Evolutionary branching plots indicate differences in abundance for different species. (B) Bar graphs represent the LDA values of specific species with a significant difference in abundance between the R and NR groups (LDA ≥ 3, P < 0.05). C. Results of alpha diversity based on the Shannon index; D. PCoA (Principal co-ordinates analysis) plot showed the results of beta diversity analysis based on the Bray Curtis algorithm. E. Comparison of relative abundance of nine species in the R and NR groups (Wilcoxon test). F-I. Survival curves of patients corresponding to *Eubacterium rectale* (F), Roscoe intestinalis (G), Clostridium sp CAG 58 (H), and Clostridium spiroforme (I) abundance that were significantly enriched in the R group. R, treatment-responsive; NR, (treatment-nonresponsive); R (n=15), NR (n=12). Multiple experimental data were counted and are presented according to the statistical methods, and an asterisk (*) indicates the p value.

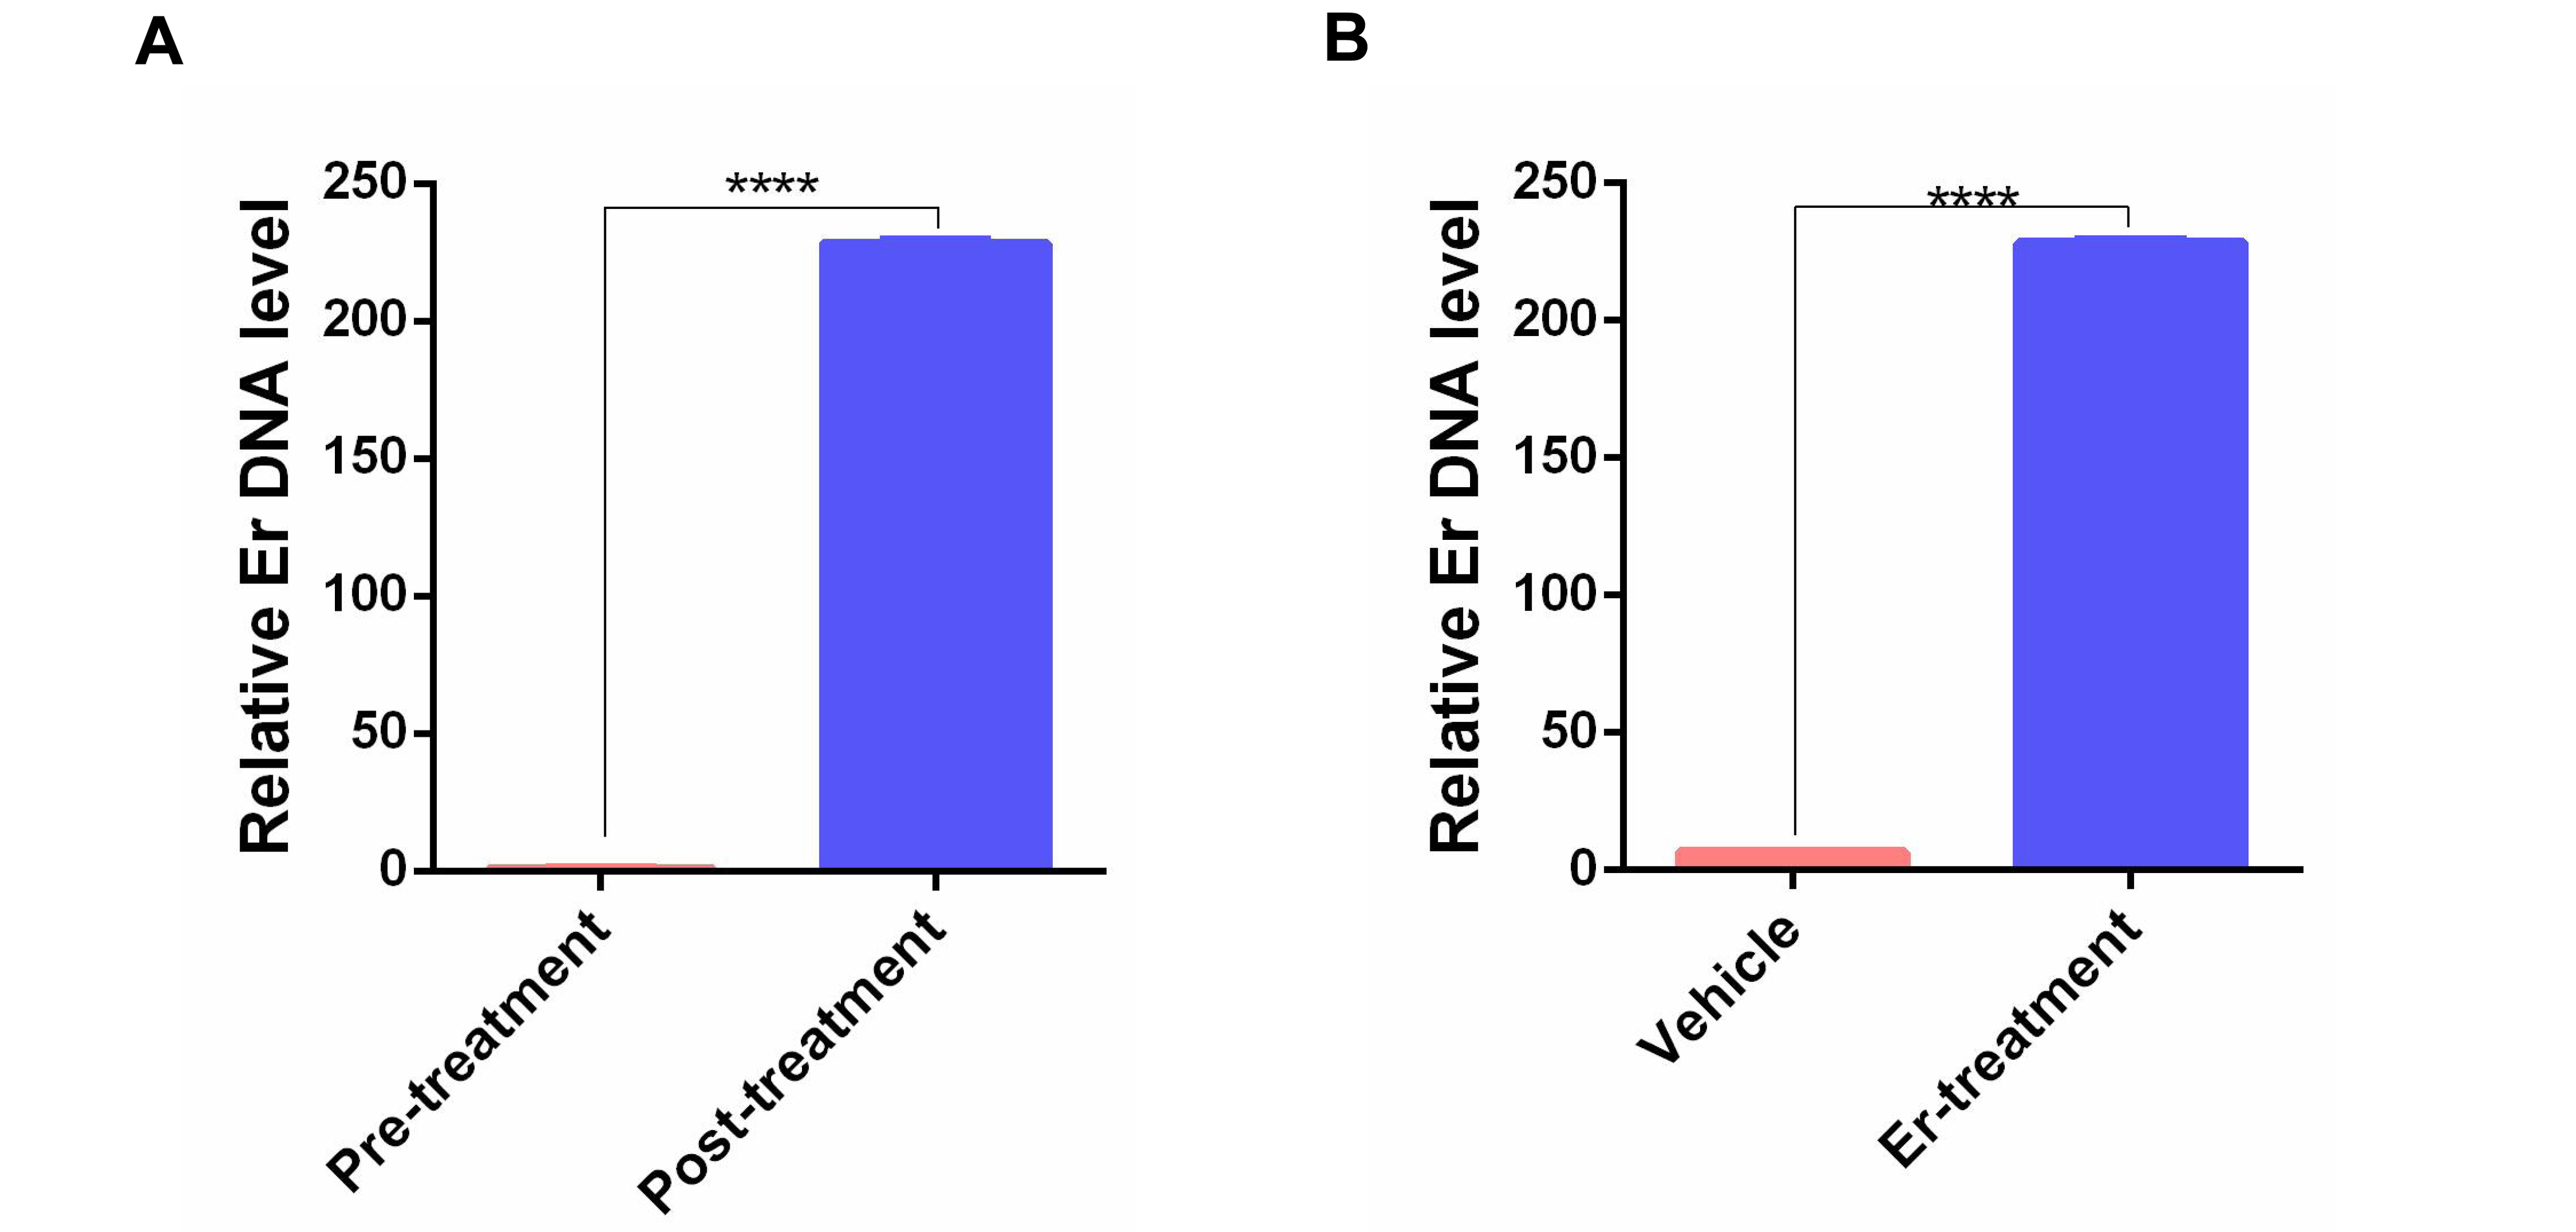

Figure S2: Detection of intestinal colonization of *E. rectale*. A. DNA abundance of *E. rectale* in mouse intestinal feces detected by qRT-PCR before and after *E. rectale* colonization. B. DNA abundance of *E. rectale* in mouse intestinal feces detected by qRT-PCR before and after anti-PD1 treatment. *E. rectale* is represented by *Er* in the figure. Multiple experimental data were counted and are presented according to the statistical methods, and an asterisk (*) indicates the p value.

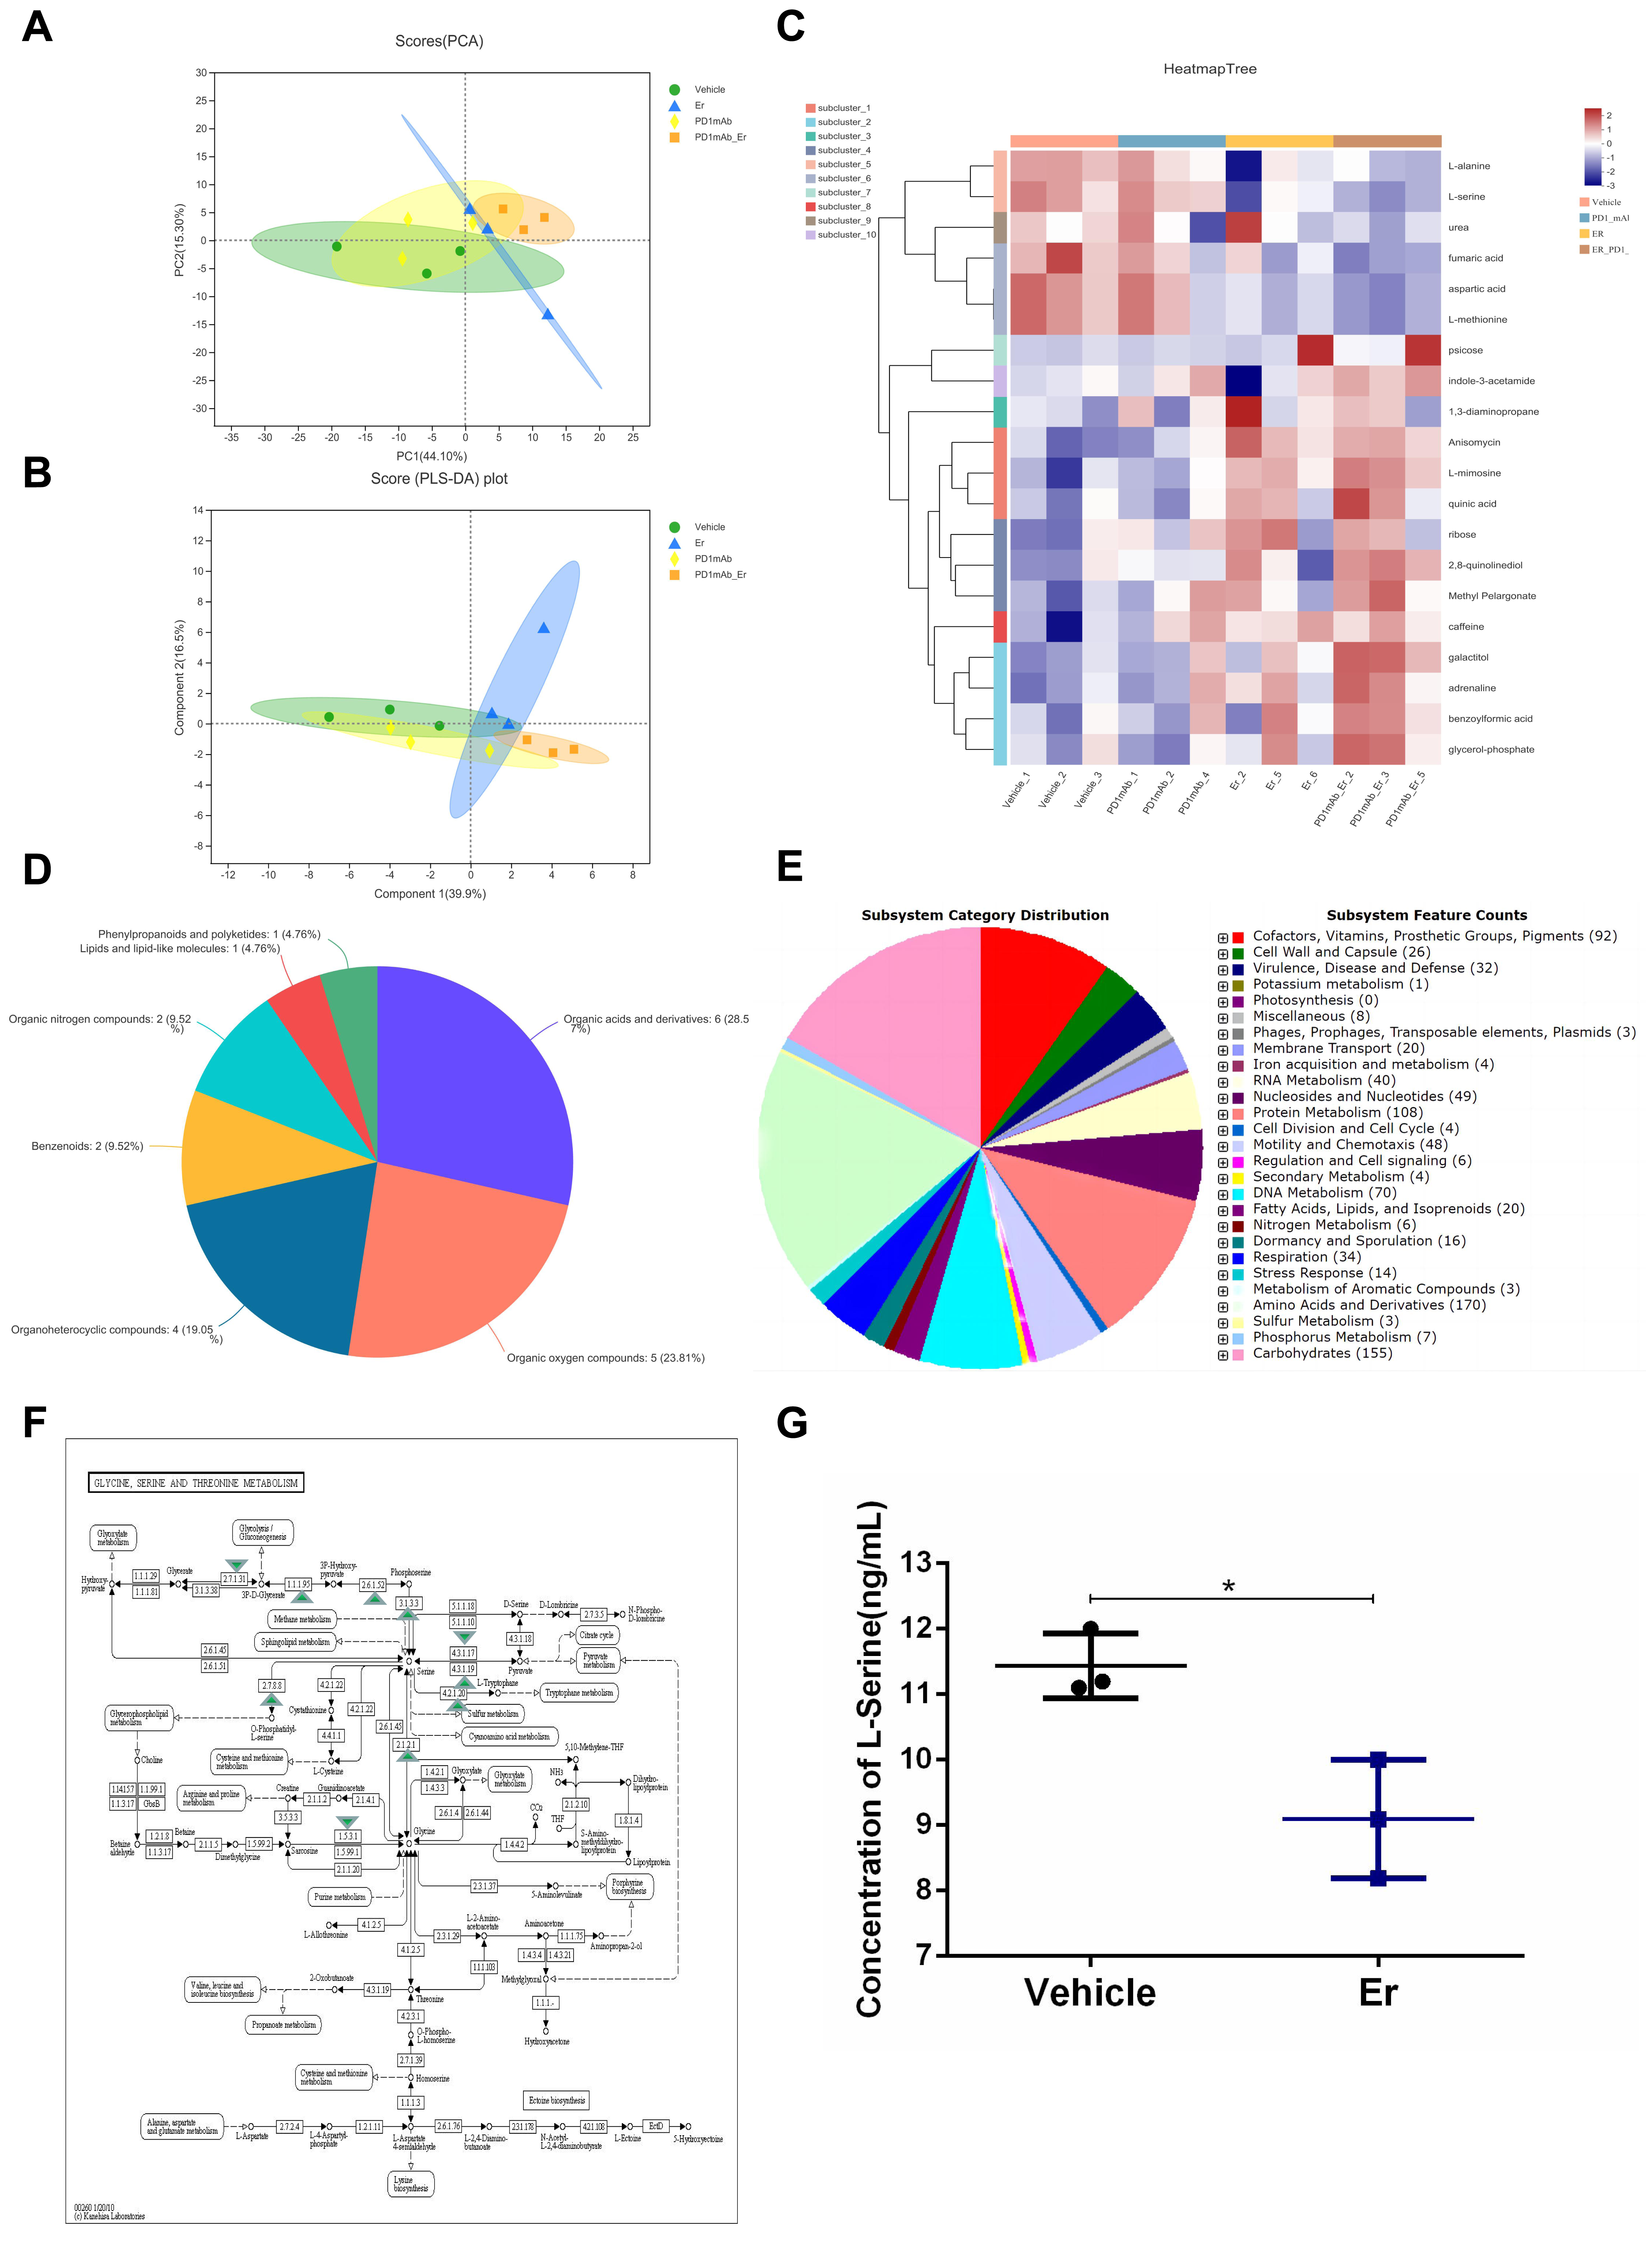

Figure S3: *E. rectale* reduce L-serine in the environment. A. Plot of PCA analysis results; B. Plot of PLS-DA analysis results. C. Heatmap of the top 20 differentially metabolized substances detected by metabolomic analysis. D. Classification of differentially metabolized substances in the Human Metabolome Database (HMDB). E. Functional distribution of genes encoded by *E. rectale* genome; F. KEGG metabolic pathway of genes encoded by *E. rectale* genome Annotation diagram: boxes are labeled with enzymes involved in L-Serine metabolism, and green triangles indicate *E. rectale* encoded enzymes. G. ELISA detection of L-serine concentrations in the medium with or without *E. rectale*. *E. rectale* is represented by *Er* in the figure. Multiple experimental data were counted and are presented according to the statistical method, and an asterisk (*) indicates the p value.

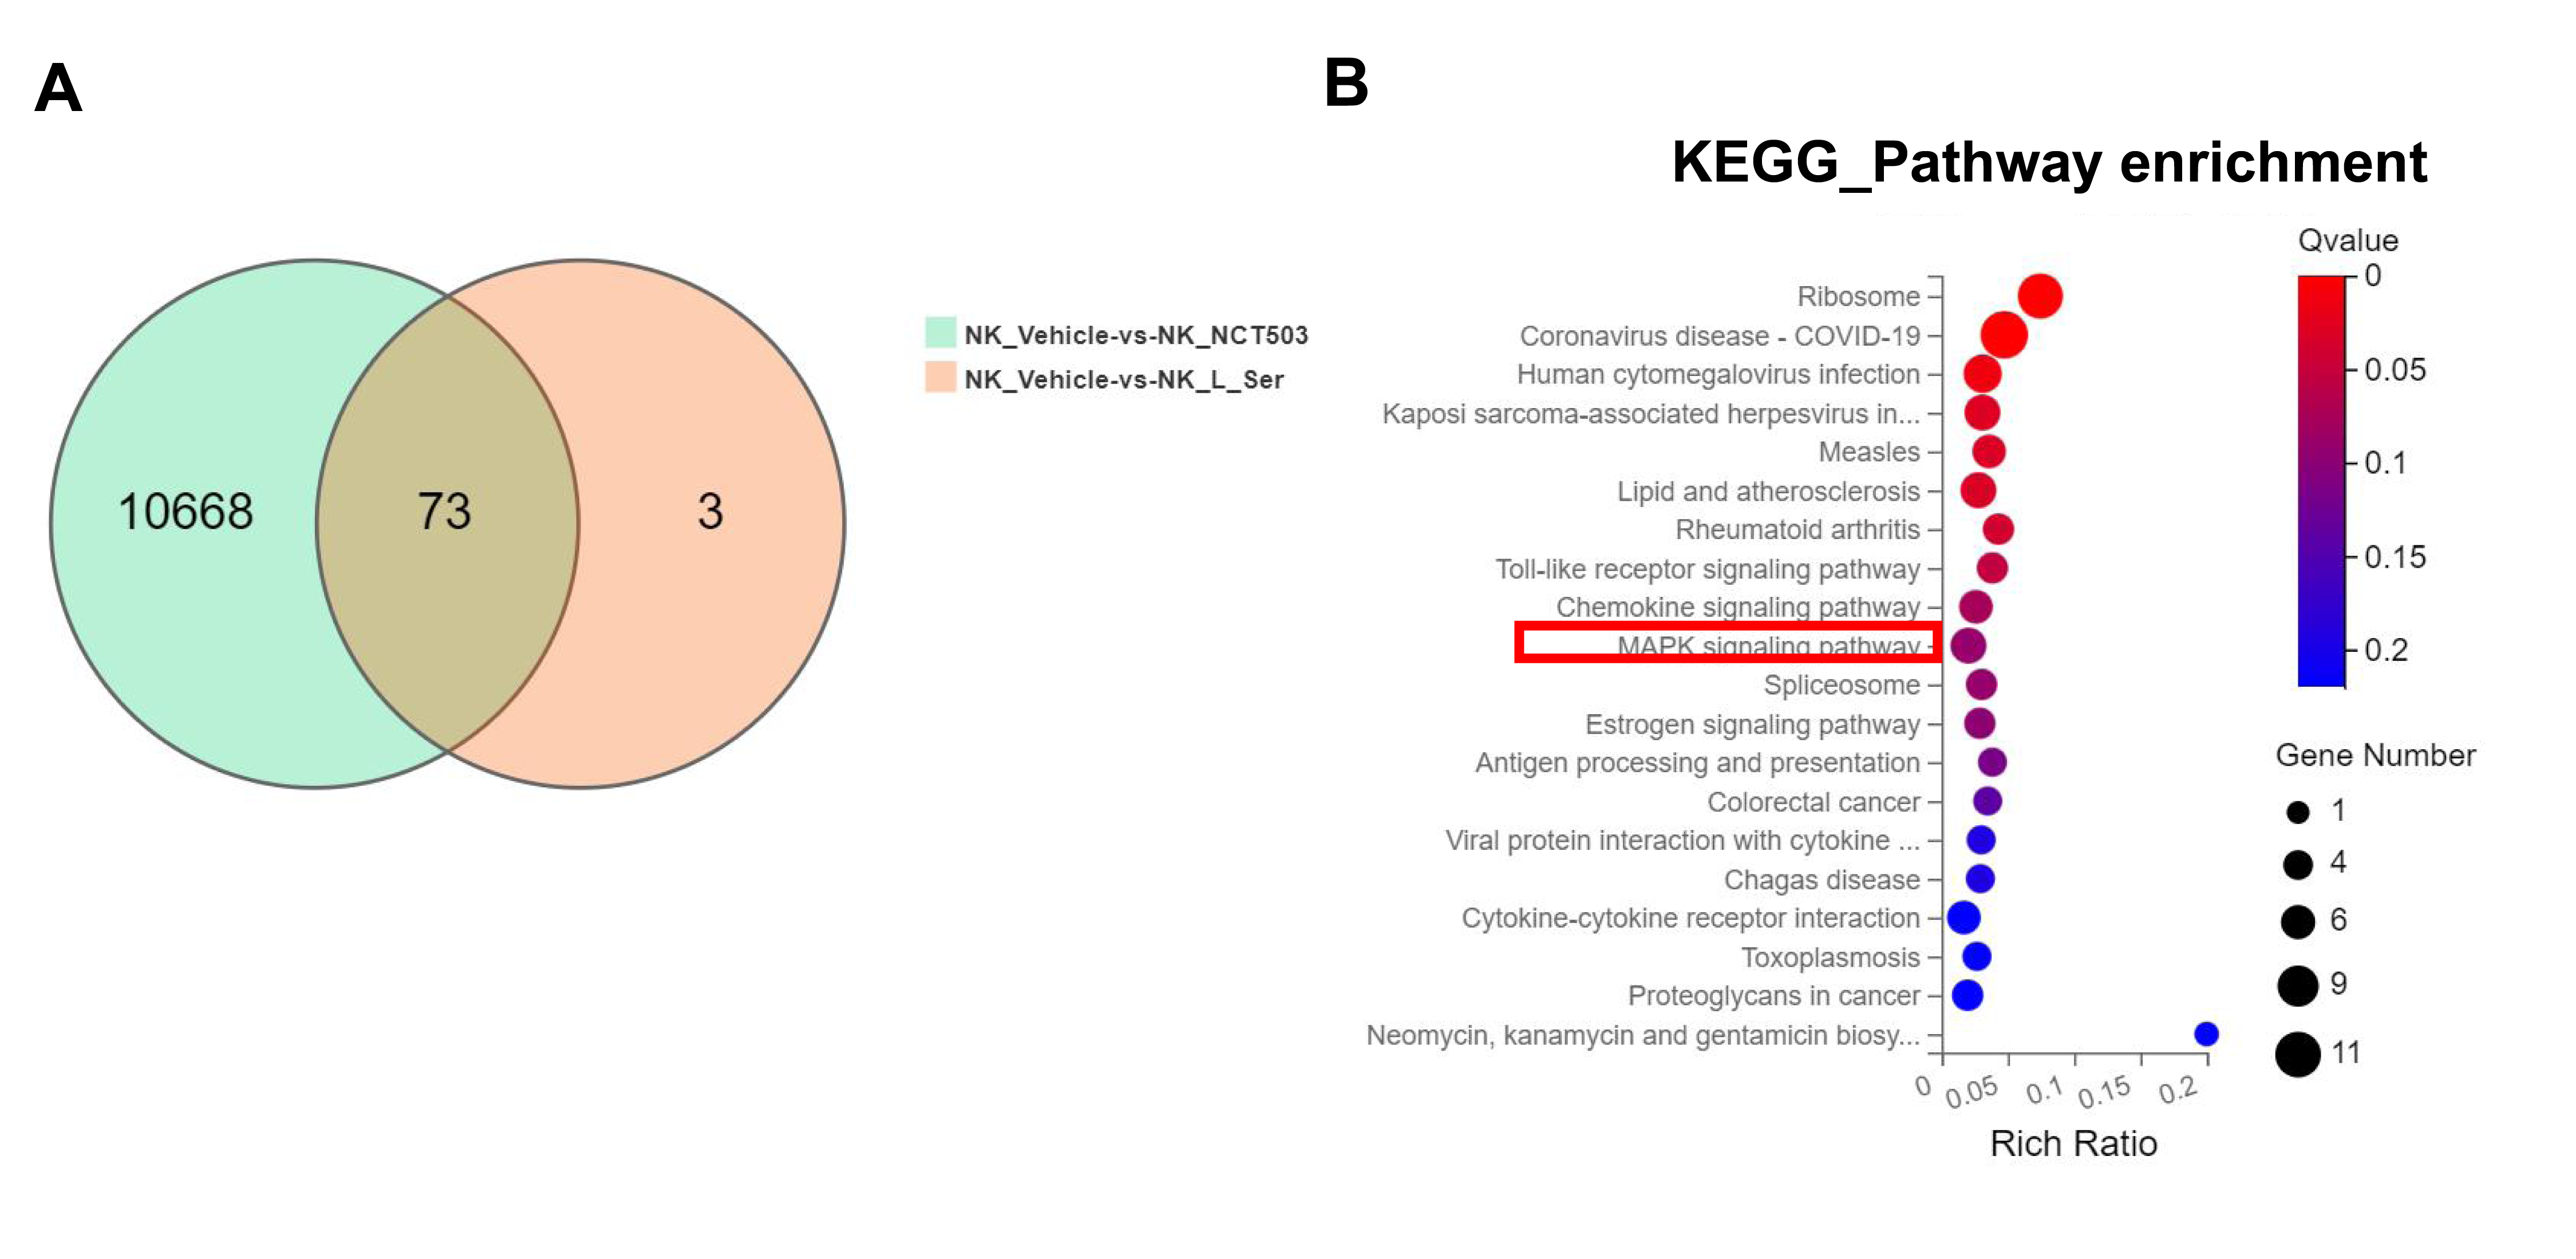

Figure S4: RNA-seq analyses of L-Serine and NCT503 on the gene expression profile. A. Venn diagram of L-Serine and NCT503 differential genes; B. Enrichment map of KEGG functional pathway of differential genes in NCT503 treatment group.

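The genes that make ribosomes and the proteins of the ribosome moved in opposite directions with NCT503. All 79 tested genes of cytosolic ribosomal proteins rose with NCT503, by a median log2 fold change of 0.85, and after quantile normalization 70 rose and 3 fell, with a median of 0.35. They include RPS2, from 2999.9 ± 79.0 to 6412 ± 39.0 FPKM (SD, n = 3), and RPL10A, from 799.8 ± 13.2 to 1504 ± 2.85 FPKM. The call of RPS2 was lost after quantile normalization. Of 37 genes of ribosome biogenesis in the nucleolus, 1 rose and 36 fell, by a median of −1.25, among them NOP16 (−2.94), LYAR (−1.87), NOLC1 (−1.79) and DDX21 (−1.46). Replication genes fell as well, with 4 of 48 higher and 41 lower. The helicase gene MCM7 fell from 390.1 ± 2.33 to 80.8 ± 0.616 FPKM, and so did MCM4 (−1.55), the DNA repair gene UNG (−2.64) and UHRF1 (−2.21).
Camera gave an adjusted p of 1.73e-20 for the ribosomal protein genes (adjusted p = 0.117 with an estimated correlation, where the call is lost). It was 1.36e-08 for ribosome biogenesis (adjusted p = 0.0353 with an estimated correlation) and 1.78e-05 for replication (adjusted p = 0.0353 with an estimated correlation). The counts of each list with NCT503 were the same when adjusted over the list alone.
The ribosomal protein genes took 15.2 to 15.7% of the summed FPKM with vehicle, 15.1 to 15.3% with L-serine and 25.3 to 25.6% with NCT503. The 50 most abundant genes took 18.4 to 18.8%, 18.2% and 26.4 to 26.8%. The summed FPKM of the MTRNR2L genes, nuclear copies of a mitochondrial rRNA gene that may share its reads, was 348 to 422 with vehicle, 339 to 426 with L-serine and 2438 to 2512 with NCT503.
Of 45 mitotic genes, 10 rose and 32 fell with NCT503, led by CCNB1 (−1.53) and GTSE1 (−1.63). Their camera adjusted p was 0.0173 (adjusted p = 0.327 with an estimated correlation). Of 50 spliceosome genes, 12 rose and 32 fell, among them HNRNPM (−2.09), HNRNPK (−1.17), EFTUD2 (−1.35) and SNRPA1 (−1.12). The spliceosome list had a camera adjusted p of 0.0363 (adjusted p = 0.303 with an estimated correlation). Of 31 antigen presentation genes, 11 rose and 19 fell (camera adjusted p = 0.364). HLA-E rose by 1.37, with reads that other HLA genes may share, while IFI30 (−1.81), ERAP2 (−1.11) and PSME2 (−0.80) fell.
With L-serine, none of the 79 ribosomal protein genes changed in limma (19 had an unadjusted p under 0.05, and 3 fell when adjusted over the list alone). Their median log2 fold change was −0.04 (camera adjusted p = 1.28e-07, adjusted p = 0.501 with an estimated correlation), and after quantile normalization it was 0.00215 (camera adjusted p = 0.942, within a range of 8.17e-15 to 0.942 over the camera settings). None of the biogenesis, replication, mitotic or antigen presentation genes changed with L-serine in limma. At an unadjusted p under 0.05 there were 4, 4, 6 and 6, and 1 biogenesis gene rose when adjusted over the list alone. Of the spliceosome genes, SRSF6 rose (0.23, adjusted p = 0.0111 from limma).
After quantile normalization the mitotic and spliceosome lists missed the threshold with NCT503 (camera adjusted p = 0.0521 and 0.0683), and so did RPS2 (log2 fold change 0.04, adjusted p = 0.0508 from limma, within a range of 1.54e-13 to 0.0508 over all settings). The spliceosome list also did among genes with a mean of at least 5 FPKM (0.0711) and without the trend (0.0505). Over the camera settings the mitotic list ranged from 0.000451 to 0.327 and the spliceosome list from 0.00146 to 0.303.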

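Metabolic and stress response genes also moved with NCT503. The glycolysis genes fell, with 16 of 22 lower and 5 higher. The list had a camera adjusted p of 0.0363 (adjusted p = 0.117 with an estimated correlation, and 0.0505 without the trend, within a range of 0.00415 to 0.117). HK2 fell from 26.3 ± 0.274 to 2.08 ± 0.0321 FPKM (SD, n = 3) and PKM from 1093 ± 14.9 to 264 ± 0.485 FPKM. Of 23 genes of purine and pyrimidine synthesis, 3 rose and 20 fell, among them NME1, CTPS1, PAICS and ATIC. Target genes of ATF4 and the integrated stress response rose, with 25 of 36 higher and 9 lower. SLC3A2, a subunit of amino acid transporters, rose from 54.4 ± 1.71 to 344 ± 0.716 FPKM, and PPP1R15A, a phosphatase subunit that ends the stress response, from 27.1 ± 1.09 to 307 ± 9.39 FPKM. Lysosome and autophagy genes rose as well (26 of 37 higher and 10 lower).
The log2 fold changes were −2.05 for PKM, −2.01 for LDHA and −1.64 for ENO1 in glycolysis. In nucleotide synthesis they were −2.35 for NME1, −1.75 for CTPS1, −1.60 for PAICS and −1.37 for ATIC (camera adjusted p = 0.00120, adjusted p = 0.0488 with an estimated correlation).
In the stress response list, SLC3A2 rose by 2.64, KLHL24 by 3.14 and AARS1, an alanyl-tRNA synthetase gene, by 1.78 (camera adjusted p = 0.000475, adjusted p = 0.0353 with an estimated correlation). In the lysosome list, GABARAPL1 rose by 2.64, RRAGC by 1.78 and the proton pump gene ATP6V1B2 by 1.51 (camera adjusted p = 0.000549, adjusted p = 0.0353 with an estimated correlation).
Of 20 cytosolic heat shock genes, 3 rose and 17 fell (camera adjusted p = 0.00686, adjusted p = 0.117 with an estimated correlation), among them HSPE1 (−2.32), HSP90AA1 (−1.86), AHSA1 (−1.80) and STIP1 (−1.71). Of 22 NF-κB target genes, 3 rose and 19 fell (camera adjusted p = 0.00234, adjusted p = 0.117 with an estimated correlation), with BIRC3 at −2.14. Of 27 cholesterol synthesis genes, 6 rose and 19 fell (camera adjusted p = 0.0408, adjusted p = 0.117 with an estimated correlation), with IDI1 at −1.73 and TMEM97 at −1.65. The cholesterol call also ended among genes with a mean of at least 5 FPKM (camera adjusted p = 0.0627) and without the trend (0.0505), within a range of 0.00372 to 0.117.
All single genes named here with a log2 fold change had an adjusted p of at most 3.06e-13 from limma. The counts of each list were the same when adjusted over the list alone. With L-serine, ATF4 rose and DDIT4 fell among the 36 stress response genes (2 rose and 1 fell when adjusted over the list alone; camera adjusted p = 0.962). Of the lysosome genes, RRAGC rose (0.19, adjusted p = 0.0399; 2 rose when adjusted over the list alone; camera adjusted p = 0.681).

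**Figure D4:**
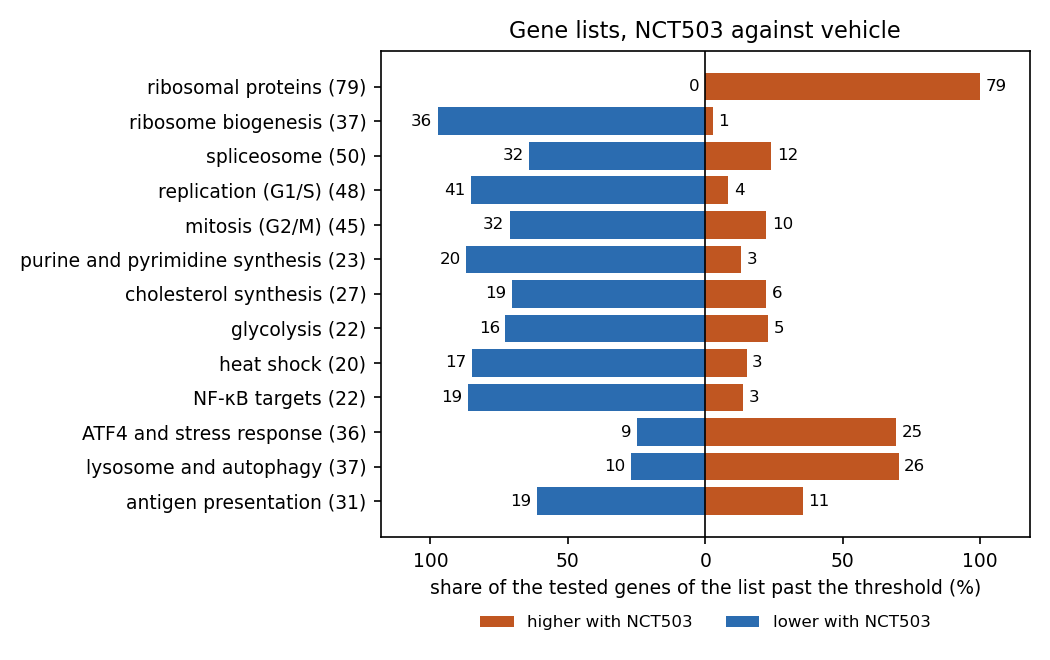
Share (%) of the tested genes of each list (number tested in brackets, y axis) that rose (orange, to the right) or fell (blue, to the left) with NCT503 at an adjusted p under 0.05 from limma, with the count at the end of each bar. All 79 ribosomal protein genes lie to the right, of which 70 rose and 3 fell after quantile normalization, and 36 of the 37 ribosome biogenesis genes lie to the left.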

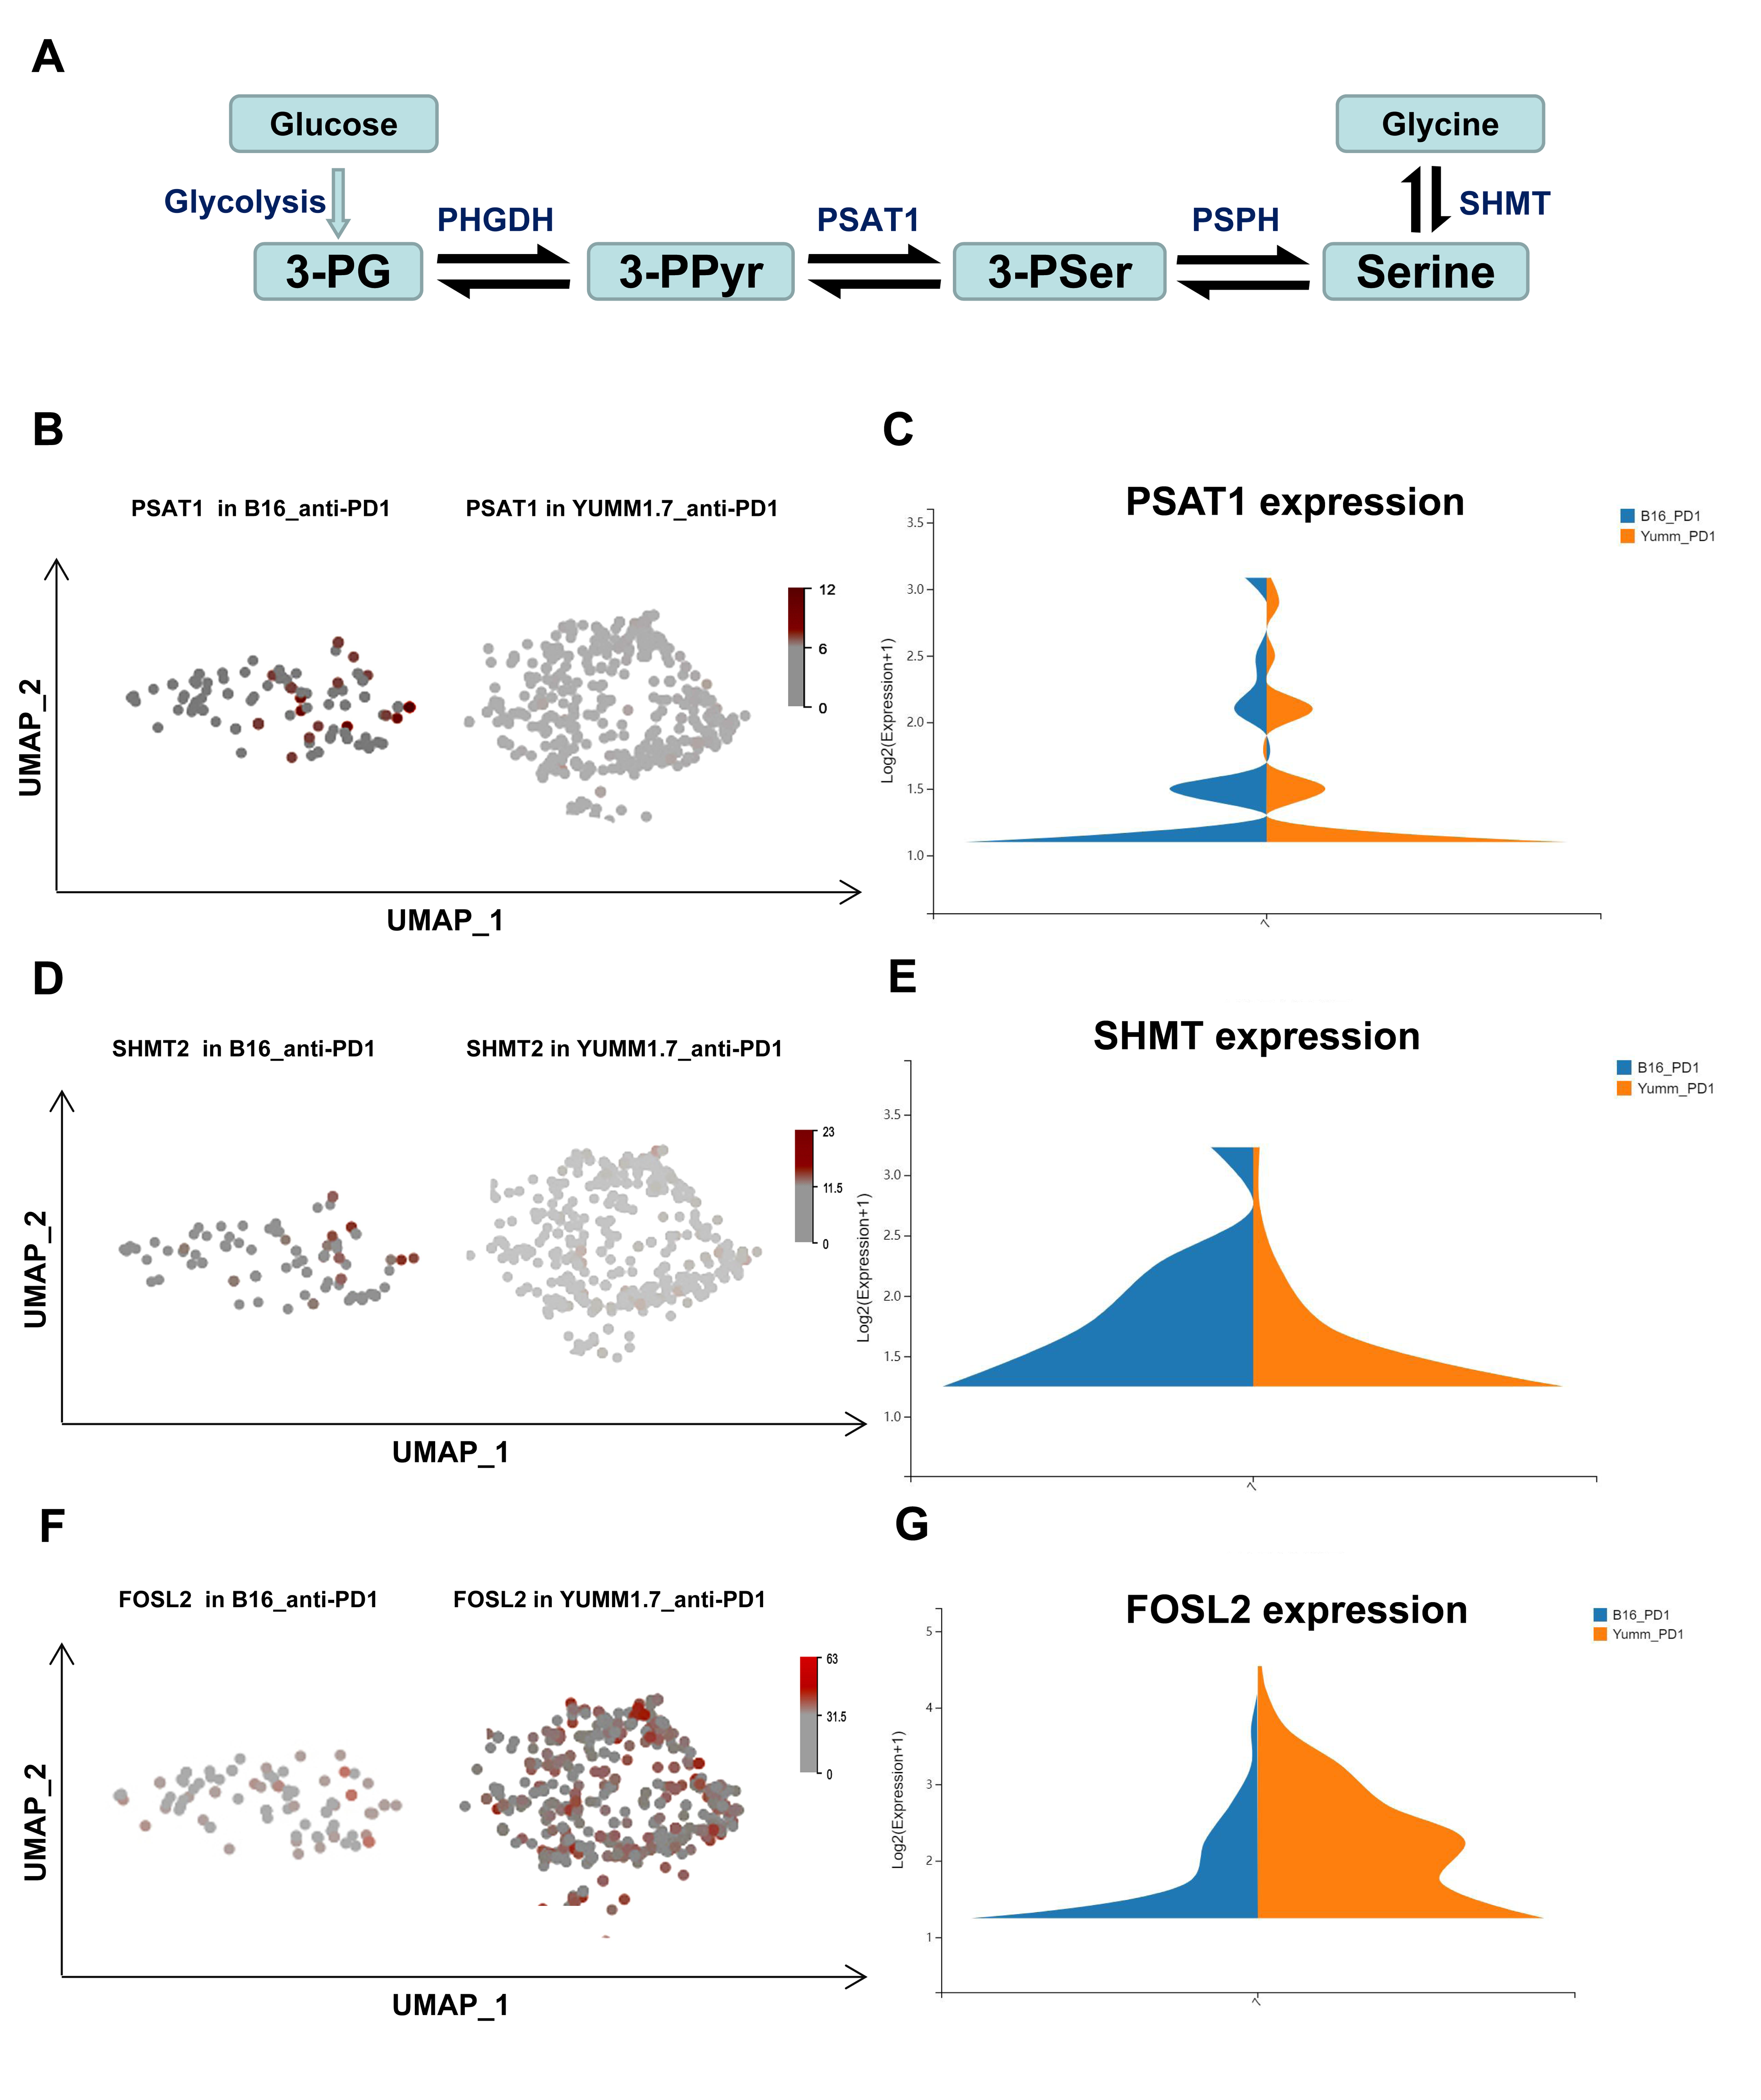

Figure S5: L-Serine metabolizing enzymes in NK cells were less expressed in CR group than in the PR group. A. Schematic diagram of L-Serine metabolic pathway; B-C. Single-cell sequencing results shown in PSAT1 expression for NK cells; D-E. Single-cell sequencing results shown in SHMT expression for NK cells; F-G. Single-cell sequencing results shown in FOSL2 expression for NK cells.

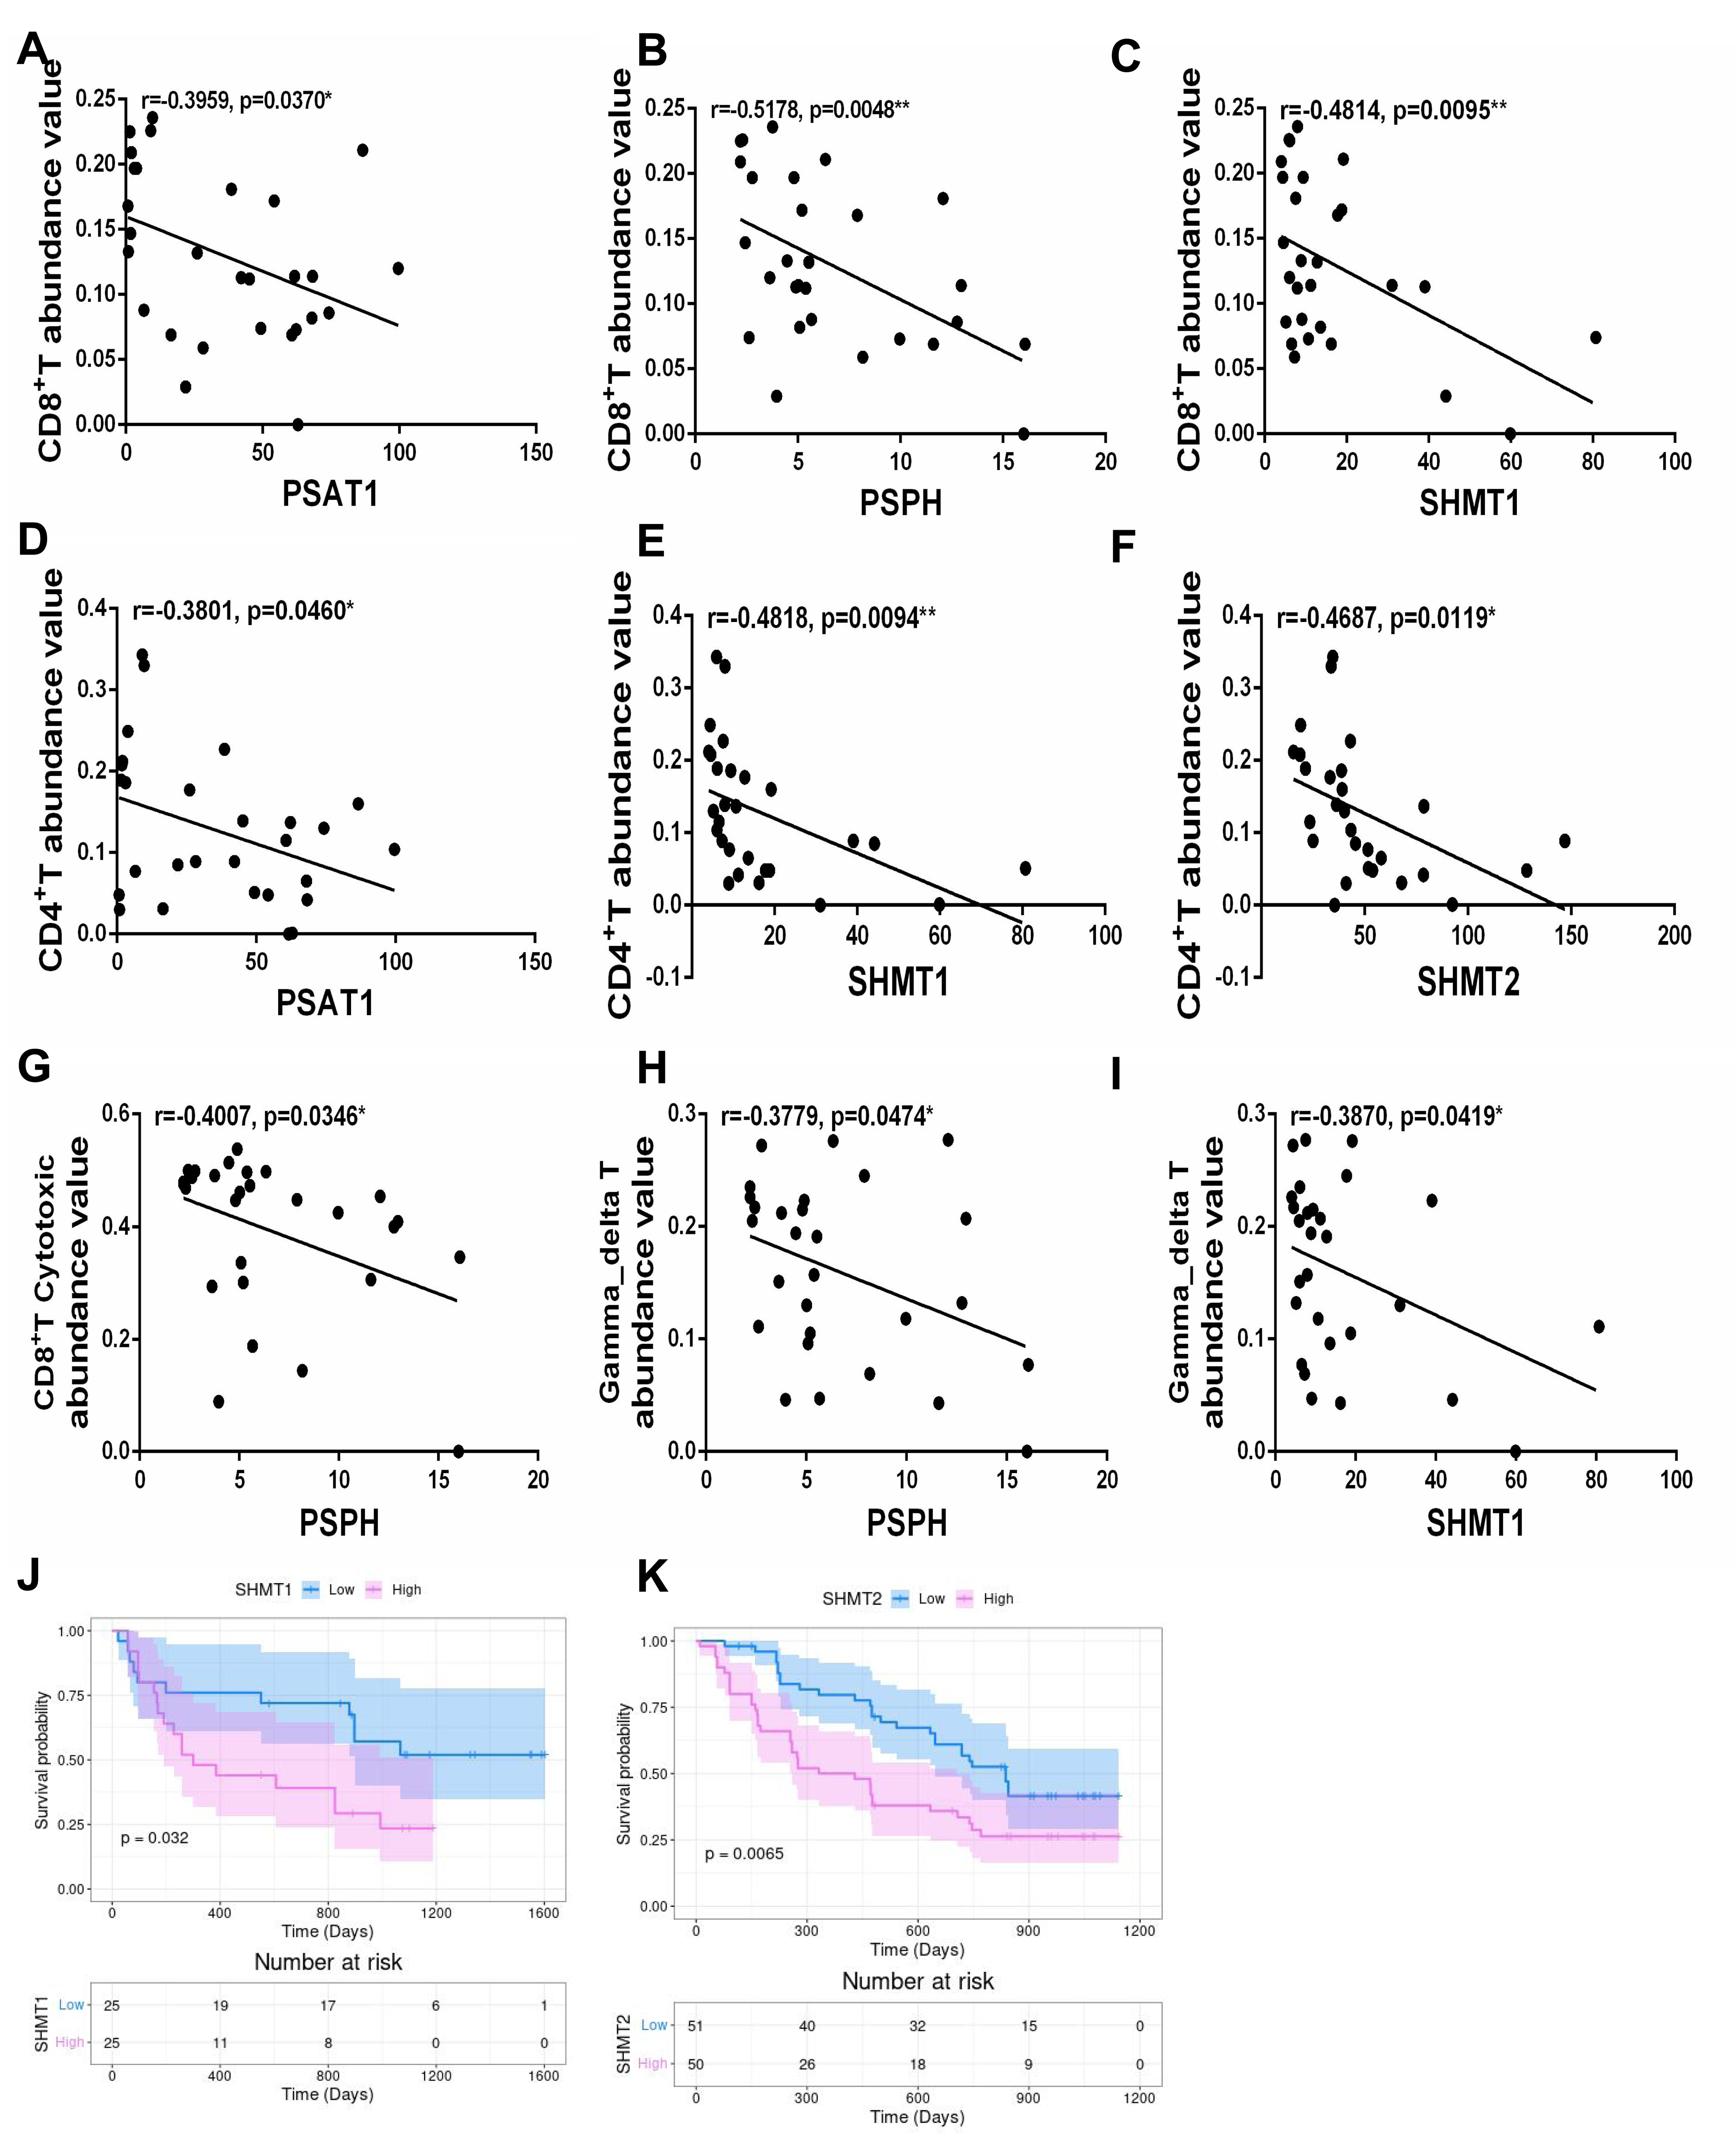

Figure S6: Correlation of L-Serine metabolic pathway genes with PD1 treatment efficacy. A-C. Correlation analysis of the serine-metabolizing enzymes PSAT1 (A), PSPH (B) and SHMT1 (C) with CD8+ T-cell abundance in anti-PD1-treated patients. D-F. Correlation of PSAT1 (D), SHMT1 (E) and SHMT2 (F) with CD8+ T-cells in PD1-treated patients; G. Correlation of L-Serine metabolizing enzyme PSPH with CD8+ cytotoxic T-cell abundance in PD1-treated patients; H-I. Correlation of PSPH (H) and SHMT1 (I) with gamma-delta T-cells in PD1-treated patients. J-K. Survival curves of patients with SHMT1(J) and SHMT2(K) expression in the R and NR groups. Multiple experimental data were counted and are presented according to the statistical method, and an asterisk (*) indicates p value.

**Table S1: Clinical information of the sample of 27 melanoma patients treated with ICI (cohort 1)**

| Sample name | Sampling time point | | Immunotherapeutic agent | | | Clinical benefit |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| SRR9033724 | Baseline | | PD1 | | | NR |  |
| SRR9033725 | Baseline | | PD1 | | | NR |  |
| SRR9033722 | Baseline | | CTLA4/PD1 | | | R |  |
| SRR9033723 | Baseline | | CTLA4/PD1 | | | NR |  |
| SRR9033715 | Baseline | | PD1 | | | NR |  |
| SRR9033716 | Baseline | | CTLA4/PD1 | | | NR |  |
| SRR9033718 | Baseline | | CTLA4/PD1 | | | R |  |
| SRR9033754 | Baseline | | CTLA4/PD1 | | | R |  |
| SRR9033753 | Baseline | | PD1 | | | NR |  |
| SRR9033750 | Baseline | | PD1 | | | R |  |
| SRR9033749 | | Baseline | | PD1 | R | | |
| SRR9033752 | | Baseline | | PD1 | R | | |
| SRR9033751 | | Baseline | | PD1 | R | | |
| SRR9033746 | | Baseline | | CTLA4/PD1 | NR | | |
| SRR9033745 | | Baseline | | CTLA4/PD1 | R | | |
| SRR9033748 | | Baseline | | CTLA4/PD1 | NR | | |
| SRR9033747 | | Baseline | | PD1 | R | | |
| SRR9033720 | | Baseline | | CTLA4/PD1 | R | | |
| SRR9033721 | | Baseline | | PD1 | R | | |
| SRR9033732 | | Baseline | | PD1 | NR | | |
| SRR9033727 | Baseline | | PD1 | | | R |  |
| SRR9033743 | Baseline | | CTLA4/PD1 | | | R |  |
| SRR9033742 | Baseline | | CTLA4/PD1 | | | R |  |
| SRR9033737 | Baseline | | PD1 | | | NR |  |
| SRR9033760 | Baseline | | CTLA4 | | | NR |  |
| SRR9033719 | Baseline | | PD1 | | | NR |  |
| SRR9033738 | Baseline | | CTLA4/PD1 | | | R |  |

**Table S2: Clinical information of the sample of 25 melanoma patients treated with PD1 mAb (cohort 2**)

| Sample name | Sampling time point | Immunotherapeutic agent | Clinical benefit |
| --- | --- | --- | --- |
| ERR2162200 | Baseline | PD1 | NR |
| ERR2162201 | Baseline | PD1 | R |
| ERR2162202 | Baseline | PD1 | NR |
| ERR2162203 | Baseline | PD1 | R |
| ERR2162204 | Baseline | PD1 | NR |
| ERR2162205 | Baseline | PD1 | R |
| ERR2162206 | Baseline | PD1 | R |
| ERR2162207 | Baseline | PD1 | NR |
| ERR2162208 | Baseline | PD1 | NR |
| ERR2162209 | Baseline | PD1 | NR |
| ERR2162210 | Baseline | PD1 | NR |
| ERR2162211 | Baseline | PD1 | R |
| ERR2162212 | Baseline | PD1 | R |
| ERR2162213 | Baseline | PD1 | NR |
| ERR2162214 | Baseline | PD1 | R |
| ERR2162215 | Baseline | PD1 | NR |
| ERR2162216 | Baseline | PD1 | R |
| ERR2162217 | Baseline | PD1 | R |
| ERR2162219 | Baseline | PD1 | R |
| ERR2162220 | Baseline | PD1 | R |
| ERR2162221 | Baseline | PD1 | R |
| ERR2162222 | Baseline | PD1 | R |
| ERR2162223 | Baseline | PD1 | NR |
| ERR2162224 | Baseline | PD1 | R |
| ERR2162218 | Baseline | PD1 | NR |

**Table S3: The primers used in the q**PCR reaction and annealing

| Gene name | Sequence (5'to3') | Direction |
| --- | --- | --- |
| Eur | GTCGTACTAGAGTGTCGGA | Forward |
| Eur | CCTCAGCGTCAGTTATCG | Reverse |
| 7F | CAGAGTTTGATCCTGGCT | Forward |
| 1640R | AGGAGGTGATCCAGCCGCA | Reverse |
| PFN2(Human) | TCAGAGCATTACGCCAATAGAA | Forward |
| PFN2 (Human) | CTGATCACTGAGCATTTCTTCG | Reverse |
| PFN2 (Mouse) | CTACGTGGATAACCTGATGTGC | Forward |
| PFN2 (Mouse) | TCGCAGTAGCCGACAATGG | Reverse |
| IL13(Human) | CATGTCCGAGACACCAAAATC | Forward |
| IL13 (Human) | CCCTCGCGAAAAAGTTTCTTTA | Reverse |
| CCL2 (Mouse) | TTAAAAACCTGGATCGGAACCAA | Forward |
| CCL2 (Mouse) | GCATTAGCTTCAGATTTACGGGT | Reverse |
| CCL3(Mouse) | CTGAGATTAGAGGCAGCAAGGAACC | Forward |
| CCL3(Mouse) | TGAAGAGTCCCTGGATGTGGCTAC | Reverse |
| IL13 (Mouse) | CCTGGCTCTTGCTTGCCTT | Forward |
| IL13 (Mouse) | GGTCTTGTGTGATGTTGCTCA | Reverse |
| PFN1(Mouse) | AAAGACCGGTCAAGTTTTTACG | Forward |
| PFN1(Mouse) | CTTGGTGACAGTGACATTGAAG | Reverse |
| IL21(Mouse) | GGACCCTTGTCTGTCTGGTAG | Forward |
| IL21 (Mouse) | TGTGGAGCTGATAGAAGTTCAGG | Reverse |
| CCL2(Human) | ACCAGCAGCAAGTGTCCCAAAG | Forward |
| CCL2(Human) | TTTGCTTGTCCAGGTGGTCCATG | Reverse |
| IL21(Human) | AGCTTTTTCCTGCTTTCAGAAG | Forward |
| IL21(Human) | GTGGTTTCCTCTTCAGCTTTTT | Reverse |
| FOS(Human) | TTACTACCACTCACCCGCAGACTC | Forward |
| FOS(Human) | GGGAATGAAGTTGGCACTGGAGAC | Reverse |
| FOSL2(Human) | ACCTCCACACCTGCTGTCACTC | Forward |
| FOSL2(Human) | CTGCTACTGCTTCTGCGGTGAG | Reverse |
| Actb (Mouse) | GGGAAATCGTGCGTGAC | Forward |
| Actb (Mouse) | AGGCTGGAAAAGAGCCT | Reverse |
| Actb (Human) | CTACCTCATGAAGATCCTCACCGA | Forward |
| Actb (Human) | TTCTCCTTAATGTCACGCACGATT | Reverse |

How the deposited data were processed for this re-analysis (not part of the article)

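RNA-seq values of the NK92 cell line were analysed for 9 libraries, 3 each from cells given vehicle, 1 mM L-serine or 40 µM NCT503 for 48 h. The authors selected mRNA with oligo dT, made the second cDNA strand with dUTP and sequenced on a DNBSEQ platform. The submitters' processing notes name HISAT, Bowtie2 and hg38. Versions, the annotation release and the counting settings are not given in the sources used here. The authors deposited FPKM, fragments per kilobase of transcript scaled to the mapped fragments, written to 2 decimals, 1 value per gene and library, with no scaling between libraries stated. FPKM are relative to the sum over genes, so a few genes that take a larger share lower the values of the others. All 9 value columns were used, and the table held 0 other value columns.

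Of the 17277 genes listed, 17217 were matched to the reference annotation by gene identifier and 17151 of these are protein coding. No gene of the mitochondrial genome is among them. For 16 genes every library is listed at 0. CHTF8 is listed at 0 in NCT503 replicate 3 and at 8.09 and 9.63 FPKM in the other NCT503 libraries. Coordinates are those of GRCh38.p14.

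Because the values were FPKM, the test that needs counts was not run, and log2(FPKM + 1) was tested with limma 3.58.1 in R 4.3.3, with a trend of the spread on expression and robust moderation, on the 10810 genes with a mean of at least 1 FPKM in at least 1 of the 3 groups. All 9 libraries entered 1 fit with 6 residual degrees of freedom and no covariate, and p-values were adjusted by the Benjamini-Hochberg method at 0.05. Alternatives that need counts (count filters, library size alone and other count-based size factors and tests) were not run.

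FOS and FOSL2 were also tested with exact two-sided permutation tests, whose smallest p with 3 libraries against 3 is 0.1. Over-representation was tested with Fisher's exact test against all genes tested. Of 45 gene lists, written from textbook knowledge and from the genes the paper names, 40 had at least 5 tested members and were tested with camera at a preset correlation of 0.01, with the Benjamini-Hochberg adjustment over the lists of a comparison. The genes named are those the paper names, the 10 largest rises and the 10 largest falls of each comparison with vehicle among genes past the threshold with at least 5 FPKM in the higher group and no overlap between the libraries compared, up to 4 members of each list by the smallest p, and up to 15 genes past the threshold in opposite directions with both treatments. Chance separates 3 libraries from 3 without overlap for 10% of genes. Metallothionein genes other than MT2A and MT1X, the MTRNR2L genes and the genes used to test explanations were chosen after values were seen, apart from the glucocorticoid receptor target genes, whose values had not been looked at.

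The overlap of both comparisons was set beside 100 simulations of unchanged groups against the same vehicle libraries. The test was checked on simulated data with 200 changed genes among 10810. For L-serine against vehicle, 72% of genes changed by 0.25 on the log2 scale were recovered, 98% of those changed by 0.5 and 100% of those changed by 1 or 2, with 5 of 10610 unchanged genes called. For NCT503 against vehicle, these were 68% at 0.25, 98% at 0.5, 98% at 1 and 100% at 2, with 6 of 10610 unchanged genes called. A hypoxia list shifted by 0.2 was called and 0 others of the 40 lists were.

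The alternatives were a pseudocount of 0.1, no filter on low values, a group mean of at least 5 FPKM, TMM factors (trimming 30% of M values and 5% of A values) or quantile normalization of the deposited values, limma without the trend, the replicate number as a block, only the groups compared in the fit, each library left out in turn, a fold change of at least 2, an estimated correlation in camera, and the rotation test fry. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9. The number of reads per library is unknown, so no counting interval is given. The KEGG gene sets were not used here. The values of a few genes, and a test that rested on one of them, are not reported here, while counts over lists include these genes.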

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

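The tests of scaling, of shared reads and of SLC30A1 for the metallothionein genes, and that of scaling for the L-serine lists, were chosen after the result was seen. Each of the following NCT503 values is a signal in genes the paper does not discuss, above the level in the vehicle libraries.

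MT2A and MT1X, which encode the metal-binding metallothioneins, had the largest rises with NCT503 among genes of at least 5 FPKM. MT2A, on chromosome 16 of GRCh38.p14 from 56608584 to 56609497, rose by a log2 fold change of 7.19 (from 50.9 ± 4.31 to 7558 ± 335 FPKM, SD, n = 3), and MT1X, on chromosome 16 from 56682470 to 56684196, by 5.91 (from 45.6 ± 2.62 to 2794 ± 49.2 FPKM). All 4 tested metallothionein genes rose, and together the metallothionein genes took 0.0211 to 0.0225% of the summed FPKM with vehicle and 2.10 to 2.23% with NCT503. Scaling of the deposited values is argued against by their median log2 fold change of 4.21 after quantile normalization (4.32 on the deposited scale), and reads shared between copies by the 107-fold rise of their summed FPKM, as sharing only moves reads within the family. Glucocorticoid receptor activity, which also induces metallothionein genes, stays open, since 1 listed target alone, FKBP5, could be tested. FKBP5 fell by 0.53 on the log2 scale, and 1 gene cannot decide. The others listed, KLF9 and ZBTB16, were below the level tested. Metal-responsive transcription also remains as a hypothesis, as the zinc exporter gene SLC30A1 rose by 3.17 (from 11.8 ± 0.346 to 114 ± 1.77 FPKM). SLC30A1 also rose with L-serine (0.18, adjusted p = 0.0474 from limma), where MT2A (0.02, adjusted p = 0.923) and MT1X (0.10, adjusted p = 0.342) did not pass. Metal levels were not measured.

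The ribosomal protein genes rose together with NCT503 by a median log2 fold change of 0.85 (camera adjusted p = 1.73e-20, adjusted p = 0.117 with an estimated correlation). Transcript length is argued against as the cause, since 71 genes outside the list with lengths and FPKM in its range had a median of −0.23 (interquartile range −0.77 to 0.41). A single scale factor per library would move all genes alike. It is argued against, since the median over all tested genes was −0.12, a comparison made after the values were seen. With TMM factors the median of the list was 0.89. Scaling that differs with expression level stays open for part of the rise, since the median was 0.35 after quantile normalization. That method would also shrink a real rise of abundant genes, so it cannot tell these apart. A biological response to NCT503 also stays open and was not tested.

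With L-serine, the hypoxia, glycolysis and chemokine lists were lower. Scaling of the deposited values is argued against, since the highest camera adjusted p of the 3 lists with TMM factors or quantile normalization was 0.000241, and so is a single library, since the highest with any 1 library left out was 6.27e-06. An effect of L-serine is then a hypothesis found and tested on the same libraries, and differences in cell density or medium between the cultures were not tested.

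The other genes are the transcriptional repressor gene BCL6 (4.43, from 0.977 ± 0.0208 to 41.6 ± 1.14 FPKM), CREBRF (4.14, from 2.80 ± 0.245 to 66.2 ± 1.47 FPKM), the circadian clock genes PER1 (4.13, from 2.14 ± 0.251 to 53.9 ± 0.795 FPKM) and NR1D1 (3.71, from 2.54 ± 0.497 to 45.1 ± 0.288 FPKM), the receptor gene NGFR (3.59, from 1.05 ± 0.140 to 23.7 ± 0.503 FPKM), YPEL5 (3.54, from 3.71 ± 0.170 to 53.6 ± 0.657 FPKM), PPP1R15A (3.45) and RGS1 (3.39), each as a log2 fold change on the log2(FPKM + 1) scale.

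Splitting the 6 libraries of a comparison in the 10 possible ways is too few for a share under 0.05. With L-serine the real split gave 50 genes and the highest other 2, with NCT503 9639 and 0, and between NCT503 and L-serine 9614 and 0, so that 1 split of the 10, the real one, was as large each time.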

How the results depend on the processing

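All settings below were listed in advance, and none was added after the data were seen. FOS kept its direction and its call with both treatments under every setting run without a fold threshold (adjusted p with L-serine 0.000912 to 0.0136 from limma), and FOSL2 with NCT503 did too. Genes past the threshold with NCT503 numbered 7714 to 11777 under settings without a fold threshold, and all log2 fold changes are on the scale of the setting. The cause of the changes that follow was not tested, except that fewer libraries were used where some were left out. With any 1 library of the groups compared left out, L-serine gave 14 to 19 genes, both comparisons shared 14 to 27, of which 9 to 15 moved in opposite directions, the correlation of fold changes was 0.0140 to 0.0853, FOSL2 with L-serine was −0.16 to −0.13 without its call (adjusted p = 0.0511 to 0.114 from limma), and the MAPK targets with L-serine had a camera adjusted p of 0.00585 to 0.108 (above 0.05 only without vehicle replicate 3). Without a filter on low values, these were 20 genes with L-serine, 19 shared, 12 opposite, FOSL2 at −0.15 (adjusted p = 0.0760) and 0.114 for the MAPK targets, and the joined MAPK lists were over-represented with NCT503 (p = 0.000454 from Fisher's exact test, against a range of 0.000454 to 1 over its settings). With only the 2 groups compared in the fit there were 24 genes with L-serine, 24 shared, 12 opposite, and FOSL2 at −0.15 (adjusted p = 0.103). Without the trend there were 16, 16 and 10, with FOSL2 at −0.15 (adjusted p = 0.132). The correlation of fold changes was 0.0246 for a group mean of at least 5 FPKM, 0.1002 with a pseudocount of 0.1 and 0.0306 after quantile normalization. A fold change of at least 2 left 0 genes with L-serine, 0 shared, 2231 with NCT503 and 2232 between NCT503 and L-serine. With quantile normalization, the log2 fold change turned its sign for ALDH1L1 (0.052), BUB1 (0.0055), EEF1A1 (−0.039), GAPDH (−0.34), GZMM (0.080) and MAPK8 (0.13) with NCT503, and for the ribosomal protein list with L-serine (camera adjusted p = 0.942).

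Lists past the threshold numbered 11 with L-serine and 15 with NCT503, 10 to 11 and 14 to 15 with 1 library left out, and 5 and 5 with an estimated correlation, which also ended the call of the MAPK targets with L-serine (0.0983). Fry, which does not compare a list with other genes, called 39 lists with NCT503, among them the MAPK cascade genes (adjusted p = 1.13e-06) and, in the other direction than camera, the MAPK targets (1.30e-05), amino acid transporters (5.28e-05), reference genes (0.00893) and monocyte genes (1.52e-05). Of the other named genes, 16 to 25 lost their L-serine call without a filter, without the trend, under the block, with only the 2 groups compared or with 1 library of these groups left out, and 3 to 7 with another pseudocount or scaling, while with NCT503 at most 6 lost a call under any setting with no turn of sign, and ALDH1L1, BUB1 and EEF1A1 also lost theirs as their signs turned. A sign change between values that both miss the threshold was not counted as a reversal.

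No pairing of the libraries by replicate number was seen, though the check cannot exclude it. Of 9 same-number pairs, 0 had deviations correlated above 0.1 (−0.0433 to 0.09999, others −0.153 to 0.137). In 6 of 18 matches of a library with another group its own number was the best. With the replicate number as a block, 12 genes passed with L-serine, 12 were shared and 7 moved in opposite directions, FOSL2 with L-serine was −0.15 (adjusted p = 0.0706 from limma), and with NCT503 no call of a named gene was lost. Settings that need counts were not run, as the values are FPKM, and the depth of the libraries is not known beyond the relative values.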

Differences from the paper's values

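The values set beside each other here are counts of genes and relative levels, and the alternatives named were all set before the data were examined. The paper's text states no threshold or tool for differential expression, so the counts rest on thresholds that may differ. For L-serine, the paper's Fig. S4A shows about 76 genes, read by eye, against 50 here. With a group mean of at least 5 FPKM the count was 53, within 1.5 times the paper's, and under all other settings (0 to 47) it was not.

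Relative FOS with L-serine is about 0.45 in Fig. 6C, read by eye and from RT-PCR in NK92 cells, against 0.676 here as a ratio of mean FPKM (SD 0.0105, n = 3). With TMM factors (0.669), quantile normalization (0.674), and without vehicle replicate 1 (0.667), vehicle replicate 3 (0.674), L-serine replicate 1 (0.672) or L-serine replicate 2 (0.673), the ratio lies within 1.5 times the paper's, and without vehicle replicate 2 (0.686) or L-serine replicate 3 (0.682) it does not. For NCT503 the figure shows about 4.3, read by eye, against 1.74 (SD 0.0958), and 1.70 to 2.02 under every setting that changes the ratio. Relative FOSL2 with L-serine is about 0.5 in Fig. 6D, read by eye, against 0.898 (SD 0.0121), and 0.889 to 0.913 under every setting. The direction of each of these ratios is that of the paper, as are the directions of FOS and FOSL2 in Fig. 6A, whose legend speaks of melanoma cells where the text of the paper and the sample labels give NK cells.

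The paper states that the MAPK pathway was enriched among the genes that changed with NCT503. In the lists used here, which are not the KEGG sets, 124 of 141 MAPK genes changed (odds ratio 0.885, p = 0.587 from Fisher's exact test), and the lists were over-represented with NCT503 only without a filter on low values (136 of 169, p = 0.000454). That setting adds genes near 0 FPKM to the background (17277 genes against 10810 in all, and 169 against 141 in the lists). For NCT503, the paper's Fig. S4A shows about 11000 genes, read by eye, more than the 10810 tested here. The paper's background may therefore be closer to the unfiltered one. In the filtered test 89.2% of the other genes changed, which left little room for over-representation. Among genes changed by 2-fold or more, the lists held 24 of 141 (p = 0.345 from Fisher's exact test). The lists were over-represented among the genes that changed with L-serine (7 of 141, p = 3.46e-06 from Fisher's exact test; 2 to 4 with any 1 library left out, p = 0.000292 to 0.0202).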

Other observations

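With NCT503, the serine and folate genes split. The folate enzyme gene MTHFD2 rose from 154 ± 2.68 to 399 ± 4.82 FPKM (SD, n = 3) and SHMT2, the mitochondrial serine hydroxymethyltransferase gene, from 121 ± 2.76 to 234 ± 2.61 FPKM, while MTHFD1 fell from 104 ± 2.01 to 27.6 ± 1.40 FPKM and PSPH, the last enzyme of serine synthesis, from 25.2 ± 0.261 to 13.5 ± 0.137 FPKM. Over this list 9 higher and 18 lower of 30 passed limma and the group did not (camera adjusted p = 0.515), and with L-serine 0 of the 30 changed in limma (3 had an unadjusted p under 0.05). The cystine transporter gene SLC7A11 rose from 1.82 ± 0.316 to 15.8 ± 0.225 FPKM, and the amino acid transporters as a list moved in both directions (8 higher and 9 lower of 19; camera adjusted p = 0.930).

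IL2 fell with NCT503 in these NK92 libraries from 728 ± 23.3 to 46.0 ± 1.43 FPKM. The IL2 gene lies on chromosome 4 of GRCh38.p14 from 122451470 to 122456725. Whether the reads came from this locus was not tested. Of 23 genes of the IL-2 response, 6 rose and 17 fell (camera adjusted p = 0.164), among them CISH (−1.79) and PIM1 (1.11).

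The remaining lists moved in both directions with NCT503 or did not pass. Among them were the p53 targets (10 higher and 10 lower of 21; camera adjusted p = 0.393; BBC3 3.22, CCNG1 1.56), the NRF2 genes (10 higher and 13 lower of 23; camera adjusted p = 0.940; PRDX1 −2.73, FTH1 1.76), the fatty acid synthesis genes (5 higher and 11 lower of 17; camera adjusted p = 0.277; ELOVL6 −2.53, FASN −2.09) and the transcription factors of NK cells (9 higher and 14 lower of 24; camera adjusted p = 0.515; NFIL3 2.17, IRF8 −1.85). The hypoxia genes (10 higher and 6 lower of 17; NDRG1 2.74) had a camera adjusted p of 0.0725, with 0.0261 and 0.0215 without a filter on low values and for a group mean of at least 5 FPKM, within a range of 0.0215 to 0.175. The respiratory chain genes (20 higher and 43 lower of 77, with 19 higher when adjusted over the list alone) had 0.244, and 0.0362 without a filter, within a range of 0.0362 to 0.663. For interferon-stimulated genes (12 higher and 25 lower of 39) it was 0.454, for unfolded protein response genes (12 higher and 19 lower of 33) 0.588, for BCL2 family and caspase genes (12 higher and 16 lower of 30) 0.870, for LXR targets (2 higher and 3 lower of 5) 0.870 and for reference genes (9 higher and 7 lower of 18) 0.550. The aryl hydrocarbon and xenobiotic response genes (7 higher and 1 lower of 8; AHR 1.50) had 0.0487, 0.303 with an estimated correlation and 0.0515 to 0.0936 in the other settings where the call was lost, within a range of 0.0380 to 0.303. Apart from the respiratory chain genes, the counts were the same when adjusted over the list alone.

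With L-serine, the reference genes were lower as a list (0 of 18 changed in limma, 6 with an unadjusted p under 0.05, 2 fell when adjusted over the list alone; camera adjusted p = 0.0314, 0.257 with an estimated correlation and 0.835 after quantile normalization, within a range of 0.00772 to 0.835). The 22 tested genes that the paper names for NK cells or serine metabolism held 3 that fell (6 when adjusted over the list alone; camera adjusted p = 0.000472, 0.108 with an estimated correlation), but the study chose them in part on these libraries, so the list is not independent evidence of its direction. With NCT503 it had 6 higher and 12 lower of 22 (camera adjusted p = 0.515).

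For primary NK cells, which the paper isolated from mouse spleen, the paper reports lower PFN1, PFN2, CCL2 and CCL3 with L-serine and higher levels with NCT503 in RT-PCR (Fig. 5L to O). In the NK92 libraries PFN1 was 791 ± 72.0 FPKM with vehicle, 747 ± 19.2 with L-serine (log2 fold change −0.08, adjusted p = 0.553 from limma) and 272 ± 12.1 with NCT503 (−1.53), and CCL3 fell with both treatments. PFN2 was listed at 0.0167, 0.0767 and 0.0433 FPKM and not tested, and CCL2 was not analysed here.

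Of genes of other cell types, CD3E of the T cell list was at 383 ± 3.61 FPKM with vehicle and 432 ± 5.59 with NCT503 (3 higher and 5 lower of 9; camera adjusted p = 0.714), S100A9 of the monocyte list fell from 41.3 ± 2.54 to 7.81 ± 0.359 FPKM (3 higher and 2 lower of 6; camera adjusted p = 0.870), and VIM of the fibroblast and epithelial list rose from 272 ± 2.26 to 415 ± 5.86 FPKM (2 higher and 1 lower of 5; camera adjusted p = 0.495). The highest B cell gene reached 2.70 to 3.47 FPKM with vehicle and 2.57 to 3.20 with NCT503. The highest hemoglobin gene was at 0.21 to 0.26 FPKM with vehicle and 0.51 to 0.68 with NCT503. Those lists, like the melanocyte, nuclear RNA and mitochondrial genome lists, had fewer than 5 tested genes. Histone genes, whose replication-dependent mRNA has no poly(A) tail, summed to 302 to 333 FPKM with vehicle, 310 to 321 with L-serine and 98.6 to 104.5 with NCT503 (3 higher and 14 lower of 28; camera adjusted p = 0.349).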
